# Amprenavir Mitigates Pepsin-Induced Transcriptomic Changes in Normal and Precancerous Esophageal Cells

**DOI:** 10.3390/ijms26136182

**Published:** 2025-06-26

**Authors:** Pelin Ergun, Tina L. Samuels, Angela J. Mathison, Tianxiang Liu, Victor X. Jin, Nikki Johnston

**Keywords:** pepsin, gastroesophageal reflux, Barrett’s esophagus, esophageal adenocarcinoma, transcriptomic analysis

## Abstract

Gastroesophageal reflux disease (GERD) is associated with inflammatory and neoplastic changes in the esophageal epithelium. Despite widespread PPI use, esophageal adenocarcinoma (EAC) incidence continues to rise, implicating non-acidic reflux components such as pepsin in disease progression. We performed transcriptomic profiling to assess pepsin-induced changes and the protective effect of amprenavir in vitro. Het-1A (normal) and BAR-T (Barrett’s) cells (*n* = 3) were treated at pH 7.0 with pepsin and/or 10 μM amprenavir for 1 h. RNA-seq identified DEGs (FDR ≤ 0.05, |log₂FC| ≥ 0.375), and Ingenuity Pathway Analysis revealed enriched pathways. Pepsin exposure altered mitochondrial function, oxidative phosphorylation, epithelial integrity, signaling, and inflammatory pathways in both cell lines. Amprenavir attenuated these transcriptomic perturbations, preserving mitochondrial and stress-response pathways. Notably, BAR-T cells exhibited heightened activation of wound-healing and epithelial repair pathways, whereas Het-1A cells showed greater mitochondrial and systemic stress pathway alterations. Pepsin drives transcriptomic dysregulation in esophageal epithelial cells under non-acidic conditions, and amprenavir shows potential to counteract peptic injury. Further studies are needed to validate these findings and explore amprenavir’s therapeutic utility in GERD management and EAC prevention.

## 1. Introduction

Gastroesophageal reflux disease (GERD) is a chronic condition in which stomach contents, such as acid, pepsin, and bile acids, backflow to the esophagus, leading to irritation and inflammation [1]. It is a continuing public health concern typically linked to symptoms such as heartburn and regurgitation [2]. GERD is prevalent, impacting approximately 14% of the worldwide population, although prevalence varies considerably among various regions and nations [3,4]. It is also common in infants and young children [5]. In some GERD patients, extended contact with gastric substances causes metaplastic alterations in the esophageal lining, leading to Barrett’s esophagus (BE), a precancerous condition marked by columnar metaplasia of the esophageal epithelium containing goblet cells. Patients with GERD are three times more likely to develop esophageal adenocarcinoma (EAC), and this risk increases 30-fold in those with BE [6].

GERD is typically treated with proton pump inhibitors (PPIs), aimed at suppressing gastric acid secretion. Despite their popular use, there are concerns regarding their long-term safety such as bone fractures, gastric cancer, and chronic kidney disease risk [7]. Additionally, approximately 40% GERD patients have symptoms that are unresponsive to PPI treatment [8,9]. While PPIs are effective at suppressing stomach acid, they neither prevent gastric reflux nor protect against bile acids or pepsin, so patients continue to experience weakly acidic or non-acidic reflux and the resulting damage [8,10,11]. Importantly, exposure to refluxate regardless of acid content can trigger inflammatory responses, with interleukins such as IL-6, IL-8, and IL-1β, playing key roles as mediators of mucosal inflammation, contributing to tissue injury and the progression of GERD to BE and EAC [6,12,13,14,15,16]. Consequently, there is a growing tendency among GERD patients to seek alternative treatments to long-term PPI therapy [8,9,17]. Although anti-reflux surgery can provide effective symptom relief, it is primarily suitable for patients with pathological GERD, particularly those with severe erosive esophagitis [9,13,18].

In light of the therapeutic challenges associated with PPIs, fosamprenavir, the prodrug of the FDA-approved HIV protease inhibitor amprenavir, has emerged as a potential novel treatment for pepsin-mediated mucosal damage [19,20]. Unlike bile acids, which are not consistently present in all refluxate, pepsin is a ubiquitous component of gastric reflux [11,14,21]. Therefore, targeting pepsin in addition to gastric acid may offer a more comprehensive approach, as pepsin can still exert harmful effects even in non-acidic environments [14,22,23]. Our group has recently discovered that the HIV protease inhibitor amprenavir could serve as a promising therapeutic agent targeting pepsin in laryngopharyngeal reflux (LPR). Amprenavir inhibits pepsin activity at low micromolar concentrations, and its prodrug, fosamprenavir, successfully prevented histological alterations in an LPR mouse model [19]. Concurrently, amprenavir has been shown to protect against epithelial barrier disruption, E-cadherin cleavage, and matrix metalloproteinase dysregulation in both esophageal and laryngeal cells exposed to pepsin at pH 4 [24,25]. To better understand the protective role of amprenavir against peptic injury in PPI-recalcitrant GERD, we investigated whether amprenavir could prevent transcriptomic alterations caused by pepsin in normal human esophageal cells and precancerous BE cells. Amprenavir’s protective role against pepsin and chemopreventive potential in esophageal cell cultures could provide a dual benefit: a more comprehensive GERD management strategy and a reduction in the progression to EAC. In this study, we conducted RNA-seq profiling in human normal esophageal epithelial cells (Het-1A) and Barrett’s esophagus cells (BAR-T), which are well-established models for GERD and BE, respectively, as previously published [24,26,27,28,29]. A one-hour refluxate exposure was employed, consistent with prior studies in both normal and cancerous esophageal cells [30,31] (Figure 1). We sought to identify pepsin-mediated genome-wide transcriptomic changes in normal esophageal and BE cells in vitro and to investigate the protective potential of amprenavir as a treatment option for PPI-refractory GERD patients.

## 2. Results

RNA-seq profiling resulted in an average of 119,963,203 pair-end reads per Het-1A sample, with 51,412,518 reads mapping to exons/genes, while there was an average of 105,615,779 reads per BAR-T sample, with 47,188,950 reads mapping to exons/genes. 

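Het-1A is an immortalized normal human esophageal epithelial cell line, and BAR-T is a Barrett's esophagus cell line immortalized with hTERT. Each line was treated in 3 groups of 3 wells, which gave 9 libraries per line and 18 in all. The groups received HBSS at pH 7 (sham), HBSS with 0.1 mg/mL pepsin, or HBSS with 0.1 mg/mL pepsin and 10 µM amprenavir for 1 h, followed by 1 h in growth medium. The paper's Figure 1 gives DMSO, the solvent of amprenavir, in the sham and pepsin wells as well, while the treatment labels of the samples name no DMSO, so a solvent difference between the groups is left open by the labels. The tables analysed here hold the number of read pairs that the authors counted on each gene with featureCounts after alignment with STAR, without normalization and without a filter on low counts. In Het-1A, the counts per library summed to between 45893216 and 70519502 in sham (median 55339902), between 51784545 and 58945743 with pepsin (median 58795879), and between 38465621 and 63700414 with pepsin + amprenavir (median 57385402). In BAR-T, they summed to between 32968638 and 60433428 in sham (median 51342844), between 40968284 and 57101425 with pepsin (median 44614034), and between 33431742 and 65329464 with pepsin + amprenavir (median 35413567). Averaged over the 9 libraries of a line, this was 55647800 ± 9455270 (SD, n = 9) counts in Het-1A and 46844800 ± 12218900 (SD, n = 9) in BAR-T, where the paper's averages are 51412518 and 47188950. Every value at the results is computed from the summed counts of the tables.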

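Each pair of groups within a cell line was compared on its 6 samples. A gene was tested when it had at least 1 CPM (a count scaled to the total of its library) in at least 3 of the 6 samples, which is the filter in the paper's Methods. Counts were normalized with TMM factors and tested with edgeR's quasi-likelihood test, since the paper names edgeR but not the normalization or the test within it. A differentially expressed gene (DEG) had a Benjamini-Hochberg adjusted p of at most 0.05 and an absolute log2 fold change of at least 0.3785, as in the Methods. Normalized counts are given as CPM with TMM factors, as mean ± SD of 3 replicates. Gene positions are those of GENCODE release 29 on GRCh38. The text of the paper does not name the genome build, and the gene identifiers and positions in its Supplementary Tables S1 and S2 are those of that assembly. With 3 samples against 3, an exact permutation test on a single gene cannot give a p below 0.1.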

Quality control confirmed high-quality sequencing data, and DE analysis was conducted using a data-driven approach. 

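TMM factors lay between 0.992 and 1.01 in all 18 libraries, and the 10 most abundant genes took between 4.66% and 5.48% of the counts of a library. On average, 26703.8 genes had at least 1 count per Het-1A library and 24745.3 per BAR-T library. From the read pairs in Supplementary Table S3, between 4.09% and 6.51% of pairs were unmapped in the Het-1A libraries. In BAR-T, the share was 9.40% in pepsin + amprenavir 1 and 13.7% in pepsin + amprenavir 2, and between 4.10% and 6.44% in the other 7 libraries. Between replicates of 1 group, the chi-square per degree of freedom over genes was between 2.50 and 30.5, so no pair of libraries differed by counting noise alone. In simulated data with the depth and spread of these libraries, the quasi-likelihood test recovered 169 of 200 genes given a log2 fold change of 0.5 in Het-1A, with 3 false calls. In BAR-T it recovered 146 of 200, with 3 false calls. The simulated genes were drawn independently of each other, without trends shared by the genes of a library. These recoveries may therefore not hold for the libraries themselves, and they do not show how many changed genes the test missed.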

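The principal component analysis of the 9 Het-1A libraries was run on the 33 genes that were called in at least 1 of the 3 Het-1A comparisons, as log2 CPM with a prior count of 2, centred and not scaled. The paper's Methods describe a PCA of the DEGs without naming the transformation or the scaling. The first 3 components held 70.7%, 17.9% and 4.94% of the variance. Treatment accounted for 89.4% of the variance between libraries along PC1 and for 89.2% along PC2. Of the 280 ways to divide 9 libraries into 3 groups of 3, 7 gave as large a share along PC1 (exact permutation test, p = 0.025) and 1 along PC2 (exact permutation test, p = 0.00357). The 33 genes were called on the same treatments, so these p-values are not independent of the choice of genes. The choice of genes moved the first share most. Over all 15132 genes passing the filter, PC1 held 27.5%, and treatment accounted for 30.5% of the variance along PC1 (97 of 280 groupings, exact permutation test, p = 0.346) and for 40.7% along PC2 (62 of 280 groupings, exact permutation test, p = 0.221). With a trend in GC content and transcript length removed from these genes, an alternative chosen after seeing the data, PC1 held 26.6%, and treatment accounted for 47.3% along PC1 (exact permutation test, p = 0.207) and for 80.6% along PC2 (1 of 280 groupings, exact permutation test, p = 0.00357).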

In Het-1A cells, principal component 1 (PC1) explained 51.7% of the total gene expression variance, with PC2 accounting for 28.8%, and PC3 for 6.9% (Figure 2A). In the PCA plot, each sample is color-coded by treatment (light blue = sham, dark blue = pepsin, green = pepsin + APR) and labelled with its replicate number (1–3), making it clear which points belong to each group. Similarly, in BAR-T cells, PC1 explained 40.7% of the variance, PC2 accounted for 32.0%, and PC3 for 11.3% (Figure 2B), with the same color- and replicate-label scheme. 

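No gene was called in a BAR-T comparison, so the BAR-T analysis used all 14265 genes with at least 1 CPM in at least 3 of the 9 libraries. The first 3 components held 39.0%, 17.8% and 10.9% of the variance. Treatment accounted for 15.8% of the variance along PC1, a share that 167 of the 280 groupings of the libraries reached (exact permutation test, p = 0.596). Along PC2, it accounted for 31.9%, which 70 groupings reached (exact permutation test, p = 0.25). The loadings on PC1 were correlated with the GC content of the transcripts (Spearman's rho -0.73 across genes, which are not independent replicates). With the trend in GC content and transcript length removed, PC1 held 26.2%, and treatment accounted for 49.7% of the variance along it (27 of 280 groupings, exact permutation test, p = 0.0964), for 6.29% along PC2 (220 groupings, exact permutation test, p = 0.786) and for 77.3% along PC3 (10 groupings, exact permutation test, p = 0.0357, not adjusted for the 3 components).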

The number of significantly DEGs among treatment conditions is shown in Supplementary Figures S1 and S2. 

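In Het-1A, 21 of 15027 genes tested were called in pepsin vs. sham, 5 higher and 16 lower with pepsin, and 17 of the 21 were protein-coding. Against sham, pepsin + amprenavir gave 12 DEGs of 15003 genes tested, 8 of them higher. Against pepsin, it gave 3 DEGs of 15017 genes tested, all lower with amprenavir. In BAR-T, 0 genes were called of 14141 in pepsin vs. sham, 0 of 14157 in pepsin + amprenavir vs. sham and 0 of 14147 in pepsin + amprenavir vs. pepsin. At an unadjusted p under 0.05, edgeR gave 387, 395 and 1228 genes in these BAR-T comparisons and 2396, 830 and 1485 in the Het-1A comparisons. If no gene differed, a share of 0.05 of the genes tested would have such a p on average. The counts of 387 and 395 lie under that share and the others over it. The lowest adjusted p in BAR-T was 0.348, 0.353 and 0.167. Of the alternatives, leaving out the fold change threshold moved the first Het-1A count most, to 239 genes. edgeR's exact test gave 53, 27 and 24 DEGs in Het-1A and 34, 9 and 42 in BAR-T, and DESeq2 gave 22, 23 and 17 in Het-1A and 16, 3 and 32 in BAR-T. The counts in Het-1A depend on single libraries. With 1 library left out, the 21 genes became 5 (without pepsin 1) to 37 (without sham 3), the 12 became 3 (without pepsin + amprenavir 1 or sham 2) to 101 (without pepsin + amprenavir 3), and the 3 became 0 (without pepsin + amprenavir 1, pepsin 1 or pepsin 3, with 894, 721 and 1036 genes at an unadjusted p under 0.05) to 81 (without pepsin + amprenavir 3).

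**Figure D1:**
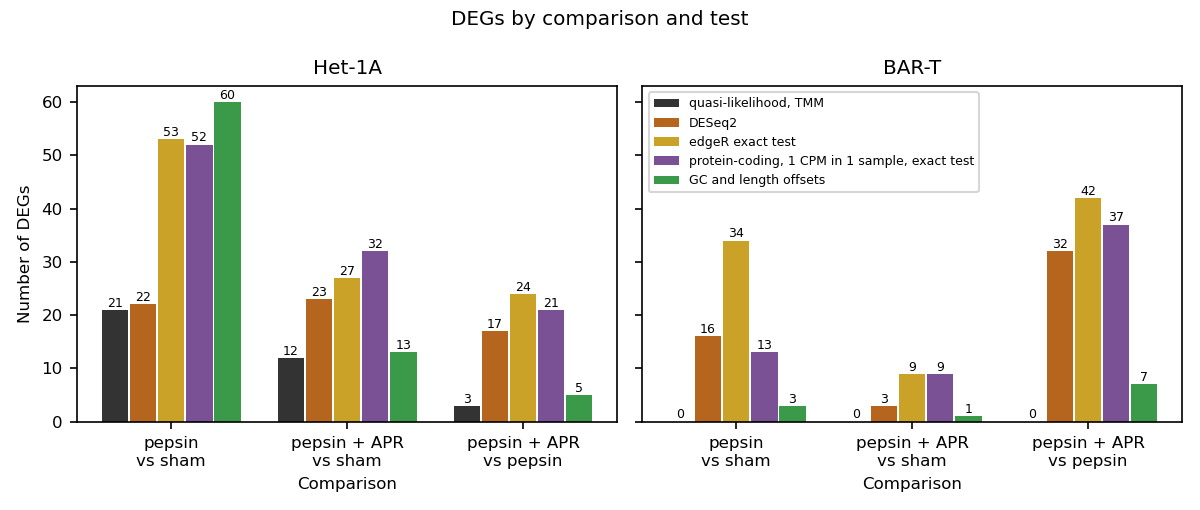
Number of DEGs (vertical axis, genes) in each comparison of Het-1A and BAR-T cells under 5 tests. Bars stand for the quasi-likelihood test with TMM factors (21, 12 and 3 genes in Het-1A and 0 in BAR-T), DESeq2, the exact test, the exact test on protein-coding genes with at least 1 CPM in at least 1 sample, and offsets for GC content and transcript length, of which the last 2 were chosen after seeing the data. The exact test on protein-coding genes also differs from the other exact test in its dispersion estimates and library sizes.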

The tables of pairwise DE analysis are provided in Supplementary Tables S1 and S2 for both cell lines. Heatmaps illustrating the conditions and replicates for pairwise comparisons are provided in Supplementary Figures S3 and S4. Complete names of all gene symbols below are provided in Appendix A.

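The 21 DEGs of pepsin vs. sham in Het-1A cells are the input that these calls give to a pathway analysis. The genes higher with pepsin were HSPA1A, HSPA1B, CXCL14, S1PR1 and PSMB8-AS1. The genes lower with pepsin were CHAC1, STC2, SLC7A11, SESN2, MYPN, CASC19, ADM2, CPA4, ETV4, NBPF1, TMEM79, RP11-259N19.1, SNHG12, KCNQ5, TNFRSF8 and PPARGC1B. CHAC1 and STC2 had the smallest adjusted p. STC2 (ENSG00000113739) had 118 ± 4.27 CPM with pepsin and 161 ± 4.89 in sham, a log2 fold change of -0.46 (standard error 0.0392, adjusted p = 8.06e-04 from edgeR). Fitting all 9 Het-1A samples together left STC2 without a call (adjusted p = 0.0849, where the alternatives ranged from 7.45e-23 to 0.0849). The gene sets and the enrichment statistics of Ingenuity Pathway Analysis were not analysed here.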

In Het-1A cells, the IPA analysis of DEGs revealed that the top canonical pathways significantly affected included Class A/1 (Rhodopsin-like receptors), Natural Killer Cell Signaling, and Cell Surface Interactions at the Vascular Wall, along with key molecular and cellular functions impacted by pepsin (Table 1). Metabolic Disease was a common top disease/disorder across all comparisons. Cellular Development, Cellular Growth and Proliferation, and Cell Death and Survival were the top molecular and cellular functions in the pepsin vs. sham and pepsin + amprenavir vs. sham comparisons. In the pepsin + amprenavir vs. sham comparison, the top canonical pathways included Hematoma Resolution Signaling, rRNA Processing, and NGF-stimulated Transcription, while Oxidative Phosphorylation, Mitochondrial Dysfunction, and rRNA Processing were prominent in the pepsin alone comparison. 

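Lists of 7 groups of genes were tested in place of the pathways of Ingenuity Pathway Analysis, with camera (limma) on log2 CPM, a preset correlation between genes of 0.01, and adjustment over the 42 tests of 7 lists in 6 comparisons. The list of mitochondrial mRNAs holds the 13 protein-coding genes of the mitochondrial genome. Which genes lie behind the paper's pathways of oxidative phosphorylation and mitochondrial dysfunction is not stated in its tables. In Het-1A, its median log2 fold change was -0.30 in pepsin + amprenavir vs. sham (0 of 13 genes higher, camera adjusted p = 2.05e-16). In pepsin + amprenavir vs. pepsin it was -0.44 (0 of 13 higher, camera adjusted p = 3.78e-14). The mRNAs share 1 genome and vary together, and the set test that moved these results most was the one that allows for it. Under fry, or under camera with the correlation estimated from the data, 0 of the 42 tests passed an adjusted p of 0.05, and the lowest fry value of the mitochondrial list was 0.0998.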

The top upstream regulators were nelfinavir in pepsin vs. sham, *HGF* in pepsin + amprenavir vs. sham, and *DAP3* in the pepsin + amprenavir vs. pepsin comparison. 

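Table 1 of the paper also lists EIF2S1, a subunit of the translation initiation factor eIF2, among the upstream regulators in pepsin vs. sham. A list of genes of the integrated stress response, which acts through eIF2, held 33 genes tested in Het-1A. CHAC1, SESN2 and STC2, which the paper reports from the same samples, are among them, so the list is not independent of the paper. Its median log2 fold change was -0.18 in pepsin vs. sham (4 of 33 genes higher, camera adjusted p = 3.78e-14) and -0.12 in pepsin + amprenavir vs. sham (5 of 33 higher, camera adjusted p = 3.11e-08). With amprenavir against pepsin alone, it was 0.05 (25 of 33 higher, camera adjusted p = 3.75e-04), and without pepsin + amprenavir 3 it was -0.00347.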

The top analysis-ready molecules from the comparisons are presented in Table 2.

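COL1A2 (ENSG00000164692), on chromosome 7 from 94394561 to 94431232, POTEF (ENSG00000196604), on chromosome 2 from 130074030 to 130129222, and CAV1 (ENSG00000105974), on chromosome 7 from 116524785 to 116561184, did not reach 1 CPM in 3 of the 6 samples of a comparison and were not tested. COL1A2 had 2, 140 and 22 counts in sham 1 to 3, 11, 1 and 0 in pepsin 1 to 3, and 0, 1 and 1 in pepsin + amprenavir 1 to 3. POTEF had 1, 99 and 19 counts in sham, 3, 3 and 1 with pepsin, and 0 in each library with pepsin + amprenavir. CAV1 had 10, 67 and 25 counts in sham, 4, 1 and 0 with pepsin, and 0, 1 and 1 with pepsin + amprenavir. Sham 2 alone held 78.7%, 78.6% and 61.5% of the counts of COL1A2, POTEF and CAV1 over the 9 libraries. With no filter on low counts, all 3 genes passed the thresholds in both comparisons with sham. For POTEF, 80.2% of its words of 31 bases also occur in transcripts of other genes, mainly POTEE.

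**Figure D2:**
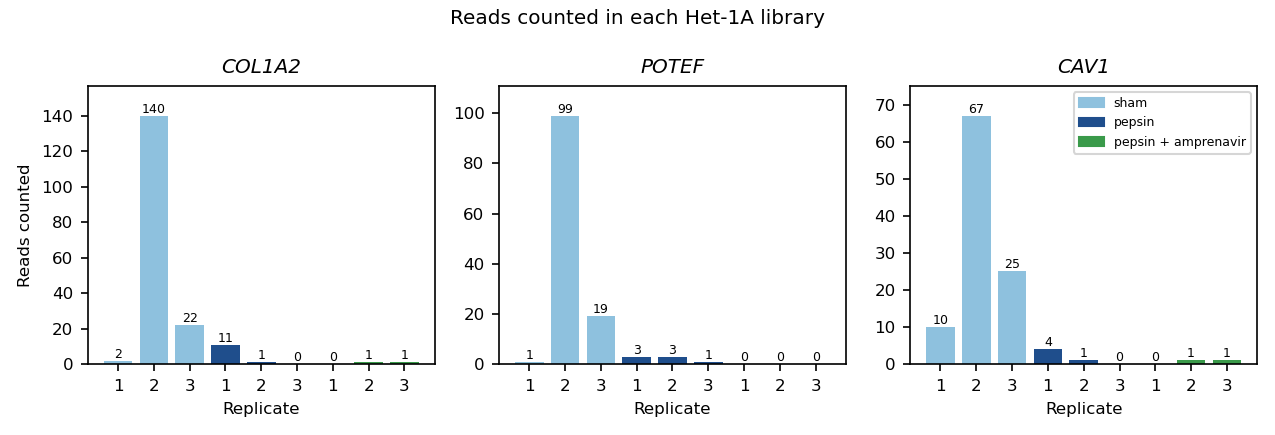
Raw counts of COL1A2, POTEF and CAV1 (vertical axis, counts) in each of the 9 Het-1A libraries (horizontal axis, by treatment and replicate). Sham 2 holds 140, 99 and 67 counts.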

In BAR-T cells, the IPA analysis of DEGs showed that the Wound Healing Signaling Pathway was a top canonical pathway across all comparisons. 

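With 0 DEGs in BAR-T, these calls give no input to a pathway analysis. Settings chosen after seeing the data, with protein-coding genes at 1 CPM or more in at least 1 sample and edgeR's exact test, gave 13, 9 and 37 BAR-T genes in pepsin vs. sham, pepsin + amprenavir vs. sham and pepsin + amprenavir vs. pepsin. A list of 25 tested genes of NF-kB signaling and inflammation had a median log2 fold change of 0.12 in pepsin vs. sham (21 of 25 genes higher, camera adjusted p = 0.00228). With amprenavir against sham, it was -0.14 (9 of 25 higher, camera adjusted p = 1.98e-04). Under fry, or with the correlation estimated from the data, no list passed the threshold in a BAR-T comparison. The 6 samples of a comparison were also regrouped in all 10 ways. In pepsin vs. sham, 10 of 10 regroupings gave as many lists past the threshold, the mitochondrial one left out. The numbers were 1 of 10 in pepsin + amprenavir vs. sham and 3 of 10 in pepsin + amprenavir vs. pepsin.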

In the comparison of pepsin + amprenavir vs. pepsin treatment, HMGB1 Signaling and Macrophage Classical Activation Signaling Pathways were also significantly activated (Table 3). Additionally, Keratinization and Glucocorticoid Receptor Signaling pathways, along with molecular and cellular functions related to Cell Morphology, Cellular Assembly and Organization, and Cellular Function and Maintenance, were prominently triggered in both the pepsin vs. sham and pepsin + amprenavir vs. sham comparisons. 

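The same 25 genes of NF-kB signaling and inflammation stood lower with amprenavir than with pepsin alone in BAR-T, at a median log2 fold change of -0.26 (2 of 25 genes higher, camera adjusted p = 8.16e-07). Neither fry nor camera with the estimated correlation called this list.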

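In BAR-T, 22 keratin genes passed the filter. Their median log2 fold change was -0.05 in pepsin vs. sham (8 of 22 genes higher, camera adjusted p = 0.335) and 0.0346 when sham 1 was left out. With amprenavir, it was 0.09 against sham (16 of 22 higher, camera adjusted p = 0.0106), and in pepsin + amprenavir vs. pepsin 0.14 (17 of 22 higher, camera adjusted p = 1.50e-04). The keratin list was not called under fry or with the estimated correlation either.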

Cancer pathways were a common feature in the sham and pepsin treatments compared to the pepsin + amprenavir group. The top upstream regulators were *CAMK4* in pepsin vs. sham, *GSTP1* in pepsin + amprenavir vs. sham, and TBK1 in the pepsin + amprenavir vs. pepsin comparison. 

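In BAR-T pepsin vs. sham, AVIL, GOLGA8B, ATG9B, CPT1B and AHSA2 had log2 fold changes between -0.84 and -0.51, with the 3 pepsin libraries below the 3 sham libraries for each gene. Their adjusted p from edgeR was 0.618 for AVIL, GOLGA8B, CPT1B and AHSA2 and 0.711 for ATG9B. GOLGA8A, which shares 82.1% of its words of 31 bases with other genes, had -0.34 (adjusted p = 1.00 from edgeR). In pepsin + amprenavir vs. sham, PER1 had a log2 fold change of -0.44, RASGEF1B -0.61, KRTAP2-3 0.89, CEACAM5 0.52 and PRR15L 0.56, at adjusted p between 0.353 and 0.936. In pepsin + amprenavir vs. pepsin, CHD7 had -0.48, RNF152 -0.50, KRTAP2-3 0.69, YJEFN3 0.81 and DOK3 0.66, each at an adjusted p of 0.310. KRTAP2-3 had between 122 and 480 counts in the BAR-T libraries and KRTAP2-4 had at most 1. Of the 16 results, GOLGA8A was called under 0 of 9 alternatives and the others under 2 or 3 of 9, among them the test with no filter.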

Table 4 displays the top analysis-ready molecules from the comparisons.

## 3. Discussion

Designed to inhibit gastric acid production, PPIs remain central to treatment but are associated with adverse effects like calcium malabsorption and increased osteoporosis risk [32,33,34]. Long-term PPI therapy has also been linked to impaired iron and vitamin B₁₂ absorption due to gastric alkalinization [7], as well as intestinal dysbiosis—factors that may contribute to colorectal neoplasia [35]. Although PPIs are the primary therapy for GERD, over 40% of patients continue to experience symptoms [36,37]. Moreover, newer and more potent acid-suppressing medications, such as potassium-competitive acid blockers, have not shown superior efficacy [38,39]. This indicates GERD involves mechanisms beyond acid alone. Despite their widespread use, PPIs have not reduced reflux-related cancers, including EAC, highlighting their limited impact on carcinogenesis [40,41]. They also fail to lower EAC risk in BE patients [42].

BE is marked by the replacement of squamous epithelium with columnar epithelium containing goblet cells, a response to chronic reflux injury and irregular healing [43,44]. In addition to acid, the gastric protease pepsin is consistently present in refluxate and plays a major role in esophageal damage [11,45,46]. The esophagus lacks a protective mucus layer against pepsin, which degrades extracellular matrix and epithelial membranes, causing inflammation and tissue injury [12,14,21,22,45]. Many inflammatory and neoplastic conditions of the aerodigestive tract have been associated with pepsin [15,21,47,48], and substantial evidence suggests it can induce inflammation and injury to the epithelium even in the absence of acid [22,23,26,47,49,50]. Work by our group and others has shown that pepsin can be detrimental even at a neutral pH [14,22,23,26,51,52,53,54], and the pathophysiological contribution of non-acidic pepsin to the progression of BE and EAC has been revealed [15,30,49].

These findings emphasize the need for GERD treatments that target pepsin. We recently identified amprenavir as an effective pepsin inhibitor through a high-throughput small-molecule screening platform, protein crystallography, and biochemical activity assays [19]. Although originally approved by the FDA as an HIV-1 protease inhibitor, our in vitro and in vivo experiments have supported the capacity of amprenavir to inhibit pepsin and protect the aerodigestive tract from its deleterious effect [19,24,25]. Through transcriptomic analysis, this study aimed to explore gene interactions, regulators, molecular functions, and key pathways influenced by pepsin in normal esophageal and BE cells in vitro and the potential of amprenavir as a protective treatment for GERD patients unresponsive to PPIs.

### 3.1. Pepsin Causes Cell Injury and Disrupts Cytoskeletal Organization

It was initially believed that pepsin would only cause mucosal damage in acidic conditions [45]; however, it is now known that pepsin causes damage in non-acidic reflux conditions. The enzyme remains stable at neutral pH and can be reactivated within acidic intracellular vesicles in epithelial cells, in which pepsin can be retained for more than a day [22]. 

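Whether pepsin acted differently on the 2 cell lines was tested with an interaction of cell line and pepsin over the 12 sham and pepsin libraries. Of 16224 genes tested with edgeR, 0 had an adjusted p of at most 0.05, and 1049 had an unadjusted p under 0.05. CHAC1 had the smallest adjusted p, with a difference in log2 fold change of -1.47 between Het-1A and BAR-T (standard error 0.200, adjusted p = 0.0554 from edgeR). Offsets for GC content and transcript length, an alternative chosen after seeing the data, moved this count most, to 103 genes, of which 35 had the higher fold change in Het-1A. DESeq2 gave 20 genes, of which 11 had the higher fold change in Het-1A.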

In this study, we observed significant transcriptomic alterations in both Het-1A and BAR-T cells exposed to pepsin, highlighting the diverse biological impacts of pepsin at pH 7.0 in GERD and Barrett’s esophagus mimicking on-PPI conditions.

In Het-1A cells, the top canonical pathways such as “Class A/1 (Rhodopsin-like receptors)”, “Natural Killer Cell Signaling”, and “Cell Surface Interactions at the Vascular Wall” suggest that pepsin disrupts epithelial signaling, immune modulation, and barrier integrity, contributing to early dysfunction (Table 1) [55,56,57]. These pathways are critical in maintaining the integrity of epithelial barriers, immune response, and cellular communication. The “Class A/1 (Rhodopsin-like receptors)” pathway is involved in signaling mechanisms that regulate cell migration, survival, and differentiation, processes crucial in response to epithelial injury and inflammation [58]. “Natural Killer Cell Signaling” is vital for immune surveillance and cytotoxic activity, and disruption in this pathway may lead to impaired immune responses in the context of chronic inflammation, as seen in impaired esophageal tissues [59,60,61]. “Cell Surface Interactions at the Vascular Wall” plays a role in endothelial function, where disruption can contribute to vascular changes associated with inflammatory diseases like GERD [62]. These changes are associated with metabolic, gastrointestinal, and organismal abnormalities, emphasizing pepsin’s impact on cellular development and growth. The gene expression changes following pepsin exposure reveal a profound disruption of key cellular pathways related to stress responses, tissue integrity, and immune activation. 

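CHAC1 (ENSG00000128965) lies on chromosome 15 from 40952962 to 40956519. In Het-1A, it had 2.20 ± 0.148 CPM with pepsin (SD, n = 3) and 7.38 ± 1.08 in sham (SD, n = 3), a log2 fold change of -1.74 (standard error 0.118, adjusted p = 1.45e-04 from edgeR). With each library left out in turn, it stayed between -1.85 and -1.66. Across 9 alternatives in test, normalization, filter and samples, its adjusted p ranged from 6.63e-65, where no filter on low counts was used, to 2.47e-04, where all 9 Het-1A samples were fitted together, and leaving out the filter moved it most. SESN2 (ENSG00000130766) lies on chromosome 1 from 28259527 to 28282491 and had 17.6 ± 0.702 CPM with pepsin and 26.1 ± 2.39 in sham. Its log2 fold change was -0.58 (standard error 0.0674, adjusted p = 0.00551 from edgeR). Without pepsin 1, its adjusted p was 0.0507, where the fits that each left out 1 library ranged from 4.76e-04 to 0.0507. SLC7A11 (ENSG00000151012), on chromosome 4 from 138164097 to 138242349, had 15.1 ± 0.728 CPM with pepsin and 22.8 ± 2.09 in sham. Its log2 fold change was -0.61 (standard error 0.0681, adjusted p = 0.00551 from edgeR), and fitting all 9 samples together left it without a call (adjusted p = 0.0849, where the alternatives ranged from 4.80e-18 to 0.0849). ADM2, lower by the same test, had a log2 fold change of -0.68 (adjusted p = 0.0143) and was not called in 3 of the 6 fits that each left out 1 library.

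**Figure D3:**
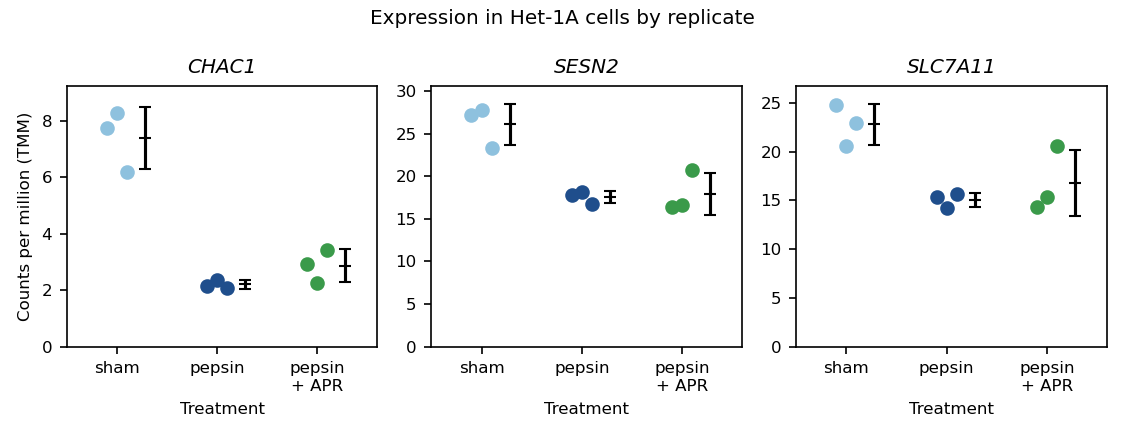
Normalized counts of CHAC1, SESN2 and SLC7A11 (vertical axis, CPM) in the 9 Het-1A libraries, by treatment. Points are replicates, and the marks beside them are means with SD of 3 replicates. The mean of CHAC1 is 7.38 CPM in sham and 2.20 with pepsin.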

In accordance with the observed disruption in the “Cell Surface Interactions at the Vascular Wall” and “Natural Killer Cell Signaling” pathways, the downregulation of genes such as *CHAC1*, *SESN2* and *SLC7A11* points to a decrease in oxidative stress regulation, cellular survival, and extracellular matrix remodeling (Table 2) [63,64,65]. The idea that pepsin disrupts normal epithelium function and causes early epithelial dysfunction in GERD is supported by these data. Furthermore, in line with the previously noted “Immune Response” pathways, the increase in *HSPA1A/HSPA1B* and *CXCL14* suggests an active stress response and inflammatory signaling [66,67,68,69]. 

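HSPA1A (ENSG00000204389) and HSPA1B (ENSG00000204388) lie next to each other on chromosome 6, from 31815464 to 31817946 and from 31827735 to 31830255. In Het-1A, HSPA1A had 93.4 ± 4.83 CPM with pepsin and 61.8 ± 5.94 in sham, a log2 fold change of 0.59 (standard error 0.0639, adjusted p = 0.00506 from edgeR). HSPA1B had 66.0 ± 3.27 and 42.5 ± 4.47 CPM, a log2 fold change of 0.63 (standard error 0.0669, adjusted p = 0.00506 from edgeR). HSPA1A shares 74.3% of its words of 31 bases with other genes and HSPA1B 74.4%, mainly with each other, so the counts do not separate the pair. CXCL14 (ENSG00000145824), on chromosome 5 from 135570679 to 135579279, had 24.2 ± 0.486 CPM with pepsin and 18.2 ± 0.164 in sham, a log2 fold change of 0.41 (standard error 0.0470, adjusted p = 0.00551 from edgeR). The call on CXCL14 was lost without pepsin 1 (adjusted p = 0.0507, where the fits that each left out 1 library ranged from 0.00441 to 0.0507). It was also lost with all 9 samples in 1 fit (adjusted p = 0.233, where the alternatives ranged from 7.21e-10 to 0.233). The list of heat shock genes as a whole had a median log2 fold change of 0.05 (10 of 18 genes higher, camera adjusted p = 0.139). From the increase in these genes, the paper proposes an active stress response and inflammatory signaling.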

According to these changes, exposure to pepsin may cause tissue damage and a series of immunological reactions, which could exacerbate the inflammatory nature of GERD and lead to pathological modifications in esophageal epithelial cells [14,19,24,26,30]. Nelfinavir, another aspartic protease inhibitor used for the treatment of HIV/AIDS, was identified as a top upstream regulator in the pepsin vs. sham comparison (Table 1), supporting the capacity of peptidomimetics in this drug category to modulate pepsin-induced cellular damage [20].

Downregulation of genes, including *FOSB* and *KRT6B*, affected transcriptional regulation and keratinization in BAR-T cells, causing clear alterations indicative of metaplastic transformation (Table 4) [70,71]. These alterations are consistent with the deregulation of the “Wound Healing Signaling” and “Keratinization” pathways, emphasizing the disruption of epithelial differentiation and repair processes that are typical of BE (Table 3) [43,72]. 

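In BAR-T, FOSB (ENSG00000125740), on chromosome 19 from 45467995 to 45475179, had 270 ± 18.8 CPM with pepsin and 368 ± 42.4 in sham. Its log2 fold change was -0.44 (standard error 0.0870, adjusted p = 0.618 from edgeR), and the 3 pepsin libraries lay below the 3 sham libraries. KRT6B (ENSG00000185479), on chromosome 12 from 52446651 to 52452126, had 11.2 ± 5.54 CPM with pepsin and 22.8 ± 1.79 in sham, a log2 fold change of -1.04 (standard error 0.264, adjusted p = 0.887 from edgeR). The pepsin libraries differed among themselves, with 17.6 CPM in pepsin 1, 7.45 in pepsin 2 and 8.61 in pepsin 3. Without pepsin 1, the log2 fold change was -1.51 and the adjusted p 0.00632, where the fits that each left out 1 library ranged from 0.00632 to 1.00. Across 9 alternatives, FOSB was called under 3 and KRT6B under 1, the test with no filter on low counts. KRT6B shares 58.3% of its words of 31 bases with other genes, mainly KRT6C. From the downregulation of genes including FOSB and KRT6B, the paper states that pepsin caused alterations indicative of metaplastic transformation.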

Wound Healing Signaling is a crucial pathway involved in tissue repair and inflammation; its activation in response to pepsin exposure suggests a maladaptive healing response in GERD and BE [43]. Keratinization pathways are critical for epithelial cell differentiation and integrity; dysregulation here points to changes characteristic of metaplasia, a key feature in BE progression [73,74]. These findings are in alignment with our previous studies in human esophageal and hypopharyngeal carcinoma cells, which demonstrated that non-acidic pepsin enhances scratch wound-healing (a product of cell migration and proliferation) and promotes changes in esophageal cell cytokeratin expression profile that are consistent with transition from normal to BE phenotype [15,30]. Given that increased cell migration and proliferation are hallmarks of wound healing, chronic inflammation, and tumor metastasis, these findings reinforce the notion that pepsin contributes to pathological wound healing responses. Additionally, the upregulation of keratin genes, which are involved in epithelial remodeling, further supports a shift toward a metaplastic phenotype in response to pepsin exposure [75,76]. 

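KRT71 (ENSG00000139648), on chromosome 12 from 52543909 to 52553147, and KRT72 (ENSG00000170486), from 52585589 to 52601538 on the same chromosome, did not reach 1 CPM in 3 of the 6 samples of a comparison and were not tested. KRT71 had 2, 1 and 1 counts in sham 1 to 3, 2, 6 and 93 in pepsin 1 to 3, and 453, 0 and 1 in pepsin + amprenavir 1 to 3. KRT72 had 4, 0 and 1 counts in sham, 1, 8 and 93 with pepsin, and 454, 0 and 2 with pepsin + amprenavir. Pepsin + amprenavir 1 alone held 81.0% of the KRT71 counts and 80.6% of the KRT72 counts over the 9 libraries. In pepsin vs. sham and in pepsin + amprenavir vs. sham, both genes passed the thresholds when no filter on low counts was applied.

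**Figure D4:**
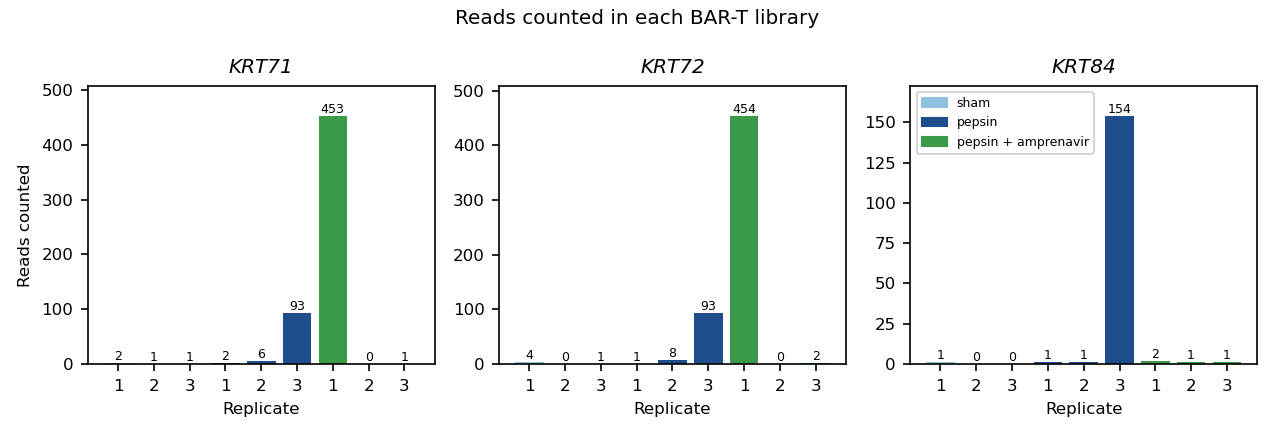
Raw counts of KRT71, KRT72 and KRT84 (vertical axis, counts) in each of the 9 BAR-T libraries (horizontal axis, by treatment and replicate). Most counts of KRT71 and KRT72 are in pepsin + amprenavir 1 (453 and 454) and pepsin 3 (93 and 93), and most counts of KRT84 are in pepsin 3 (154).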

A stress-adaptive survival mechanism is also suggested by the activation of “Glucocorticoid Receptor Signaling”, with upstream regulators such as *CAMK4* implicated in maintaining cell viability in a dysregulated environment [77,78,79]. Collectively, these findings suggest that pepsin not only impairs normal epithelial homeostasis but also promotes metaplastic reprogramming, potentially contributing to the pathogenesis of EAC [15,30].

### 3.2. Amprenavir Enhances Repair Pathways and Supports Epithelial Integrity Against Peptic Damage

The comparison between pepsin and amprenavir groups in Het-1A cells emphasizes amprenavir’s function in reducing damage caused by pepsin, especially via pathways including “rRNA Processing”, “Oxidative Phosphorylation”, and “Mitochondrial Dysfunction” (Table 1). Activation of these pathways indicates that amprenavir mitigates pepsin-induced alterations in cellular energetics and mitochondrial function, both of which are crucial in GERD and BE dysplasia [80,81,82]. 

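Genes of oxidative phosphorylation that are encoded in the nucleus had small positive medians with amprenavir in Het-1A, where those of the mitochondrial genome were negative. The difference between these lists was not tested. Neither list was called under fry or under camera with the correlation estimated from the data. The 78 nuclear genes tested had a median log2 fold change of 0.05 in pepsin + amprenavir vs. pepsin (70 of 78 genes higher, camera adjusted p = 7.54e-05) and of 0.08 in pepsin + amprenavir vs. sham (73 of 78 higher, camera adjusted p = 5.03e-08).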

The downregulation of mitochondrial genes *(MT-ND1*, *MT-ND2*, *MT-ND4*, *MT-CO1*, *MT-CO2*, *MT-CYB*) suggests a reduction in oxidative stress and electron transport chain dysfunction, processes linked to esophageal carcinogenesis (Table 2) [80,82,83,84,85]. This downregulation may reflect a compensatory response aimed at limiting pepsin-induced reactive oxygen species (ROS) production and preserving mitochondrial and epithelial integrity [68,86], similar to mechanisms observed in bile acid reflux models [87]. 

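The 6 genes lie in the mitochondrial genome, MT-ND1 (ENSG00000198888) from 3307 to 4262, MT-ND2 from 4470 to 5511, MT-CO1 from 5904 to 7445, MT-CO2 from 7586 to 8269, MT-ND4 from 10760 to 12137 and MT-CYB from 14747 to 15887. In Het-1A, MT-ND1 had 241 ± 20.5 CPM with pepsin + amprenavir (SD, n = 3) and 363 ± 48.4 with pepsin (SD, n = 3), a log2 fold change of -0.60 (standard error 0.0928, adjusted p = 0.107 from edgeR). MT-CO2 had a log2 fold change of -0.48 (standard error 0.0685, adjusted p = 0.0783 from edgeR). The log2 fold change was -0.54 for MT-ND2, -0.61 for MT-ND4, -0.51 for MT-CYB and -0.42 for MT-CO1, at adjusted p of 0.122, 0.153, 0.137 and 0.184 from edgeR. None of the 6 was called, and the 3 libraries with amprenavir lay below the 3 with pepsin in each. MT-ND1 and MT-CO2 were called under 7 of 9 alternatives, MT-ND2, MT-ND4 and MT-CYB under 5 and MT-CO1 under 4. Of the fits that each left out 1 library, those without pepsin + amprenavir 3 and without pepsin 2 called each of the 6, and the other 4 called none of them. For MT-CO2, the adjusted p in these fits ranged from 0.0139 to 0.616. Of the other 7 mitochondrial mRNAs, each was lower as well, by -0.20 (MT-ND6, the 1 gene whose groups overlap) to -0.60 (MT-ND4L). The share of their words of 31 bases that also occurs elsewhere in the transcripts was 66.7% for MT-CO1, 56.9% for MT-ND2, 50.5% for MT-CO2, 28.2% for MT-ND1, 21.2% for MT-ND4 and 4.95% for MT-CYB. From the downregulation of these genes, the paper proposes a reduction in oxidative stress and electron transport chain dysfunction.

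**Figure D5:**
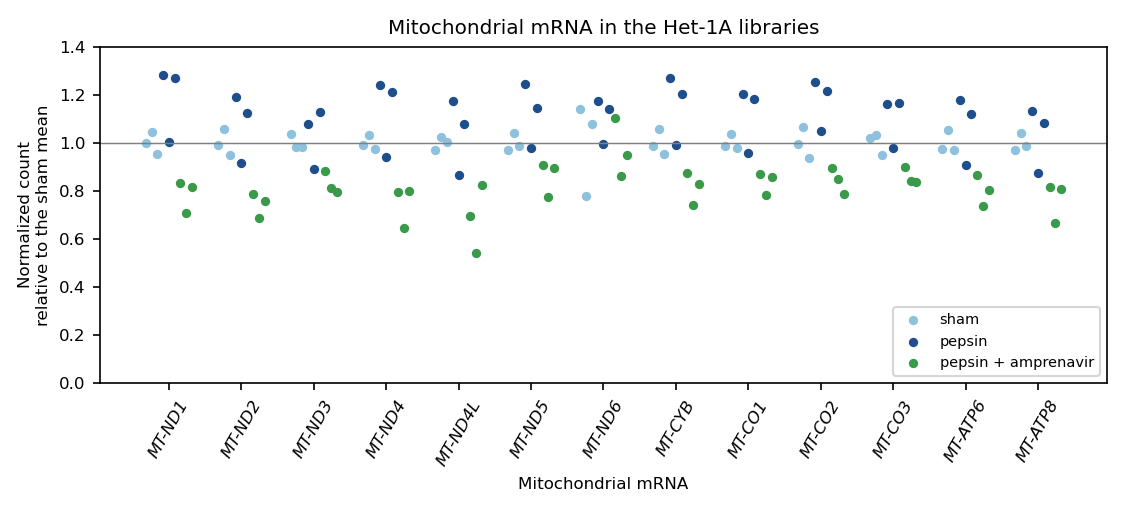
Normalized counts of the 13 mitochondrial mRNAs (horizontal axis) relative to the mean of the sham libraries (vertical axis, ratio) in the 9 Het-1A libraries. Points are libraries, by treatment. The libraries with pepsin + amprenavir lie below those with pepsin for each mRNA except MT-ND6, where the groups overlap.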

Future studies should directly measure reactive oxygen species production and mitochondrial membrane potential to validate amprenavir’s proposed reduction in oxidative stress in normal esophageal cells. Furthermore, reduced expression of *FOS*—a proto-oncogene involved in cellular stress responses—indicates damage [88]. 

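FOS (ENSG00000170345), on chromosome 14 from 75278774 to 75282230, had 57.4 ± 4.40 CPM with pepsin + amprenavir and 83.2 ± 8.20 with pepsin in Het-1A. The log2 fold change was -0.54 (standard error 0.0775, adjusted p = 0.0783 from edgeR), and FOS was called under 7 of 9 alternatives. The call depends on single libraries. Without pepsin + amprenavir 3 the adjusted p was 0.0139, where the fits that each left out 1 library ranged from 0.0139 to 0.616. Against sham, at 84.9 ± 9.37 CPM, the log2 fold change was -0.56 (standard error 0.0831, adjusted p = 0.0344 from edgeR), and 3 of the 6 fits that each left out 1 library gave no call. The immediate early genes as a list had a median log2 fold change of -0.12 in pepsin + amprenavir vs. pepsin (4 of 33 genes higher, camera adjusted p = 3.79e-08).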

The potential of amprenavir to reduce inflammation is highlighted by the decreased expression of acute-phase reactants *SAA2* and *SAA2-SAA4* [89]. 

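SAA2 (ENSG00000134339), on chromosome 11 from 18239223 to 18248643, had 72.2 ± 4.49 CPM with pepsin + amprenavir and 97.0 ± 2.35 with pepsin in Het-1A, a log2 fold change of -0.43 (standard error 0.0528, adjusted p = 0.0497 from edgeR). SGPP2, at -0.40, and MTCO3P12, a pseudogene of MT-CO3, at -0.47, had the same adjusted p, and these were the 3 genes called in this comparison. Of the 6 fits that each left out 1 library, 4 gave no call for SAA2, with adjusted p from 2.15e-04 to 0.616. SAA2-SAA4 (ENSG00000255071), from 18231423 to 18248635 on the same chromosome, overlaps SAA2. It shares 96.5% of its words of 31 bases with other genes, mainly SAA4 (63.0%), and SAA2 shares 23.9% of its words with SAA2-SAA4. How reads on the overlap were assigned was not tested, so their counts may not be separate measurements. SAA2-SAA4 had 55.0 ± 6.58 CPM with pepsin + amprenavir and 76.3 ± 2.85 with pepsin. Its log2 fold change was -0.48 (standard error 0.0767, adjusted p = 0.122 from edgeR). In pepsin vs. sham, SAA2 had a log2 fold change of 0.30 (adjusted p = 0.00654 from edgeR), under the threshold on the fold change.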

The identification of upstream regulators such as *mtRNase P*, *DAP3*, and *NSUN3* may highlight the control of translational processes and mitochondrial ribosomal biogenesis [90,91,92], which are essential for reducing mitochondrial dysfunction brought on by pepsin exposure. Furthermore, amprenavir’s function in promoting regular cell functioning under neutral conditions is demonstrated by the comparison of pepsin + amprenavir against sham in those cells. 

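In Het-1A pepsin + amprenavir vs. sham, HSPA1A and HSPA1B had log2 fold changes of 0.71 and 0.74 (adjusted p = 0.00755 for each from edgeR), and CHAC1 had -1.37 (standard error 0.153, adjusted p = 0.0113 from edgeR). HES1 was higher by 0.52, MIDN by 0.47, ID1 by 0.55 and IL11 by 0.69 on the log2 scale, at adjusted p between 0.0188 and 0.0300. For HES1, MIDN, ID1 and IL11, leaving out 1 library removed the call in at least 1 of 6 fits, with adjusted p up to 0.212. The list of heat shock genes had a median log2 fold change of 0.08 (13 of 18 genes higher, camera adjusted p = 1.96e-05), and the list of immediate early genes -0.09 (12 of 33 higher, camera adjusted p = 7.57e-05).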

Its role in supporting epithelial survival and repair is reflected in important pathways such as “Hematoma Resolution Signaling” and “NGF-stimulated Transcription” [93,94]. Increased protective mechanisms against cellular stress and apoptotic pathways suggest that amprenavir strengthens natural epithelium repair processes while reducing pepsin-mediated damage, supporting the hypothesis that it may help reduce the risk of progression from GERD to BE, which warrants further investigation in in vivo or clinical settings.

In BAR-T cells, involvement of amprenavir in wound healing and immune modulation is evident by the activation of the “Wound Healing Signaling Pathway”, “HMGB1 Signaling”, and “Macrophage Classical Activation Signaling Pathway” in the pepsin + amprenavir versus pepsin analysis (Table 3). HMGB1 Signaling is known to drive inflammatory responses and epithelial regeneration in reflux injury [95], while classical (M1) macrophage activation fosters clearance of damaged cells and matrix remodeling in GERD mucosa [96]. 

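In BAR-T, RND1 (ENSG00000172602), on chromosome 12 from 48857145 to 48865898, had 14.4 ± 1.26 CPM with pepsin + amprenavir and 23.5 ± 2.83 with pepsin. Its log2 fold change was -0.71 (standard error 0.103, adjusted p = 0.167 from edgeR). Without pepsin + amprenavir 3 it was called (adjusted p = 0.0222, where the fits that each left out 1 library ranged from 0.0222 to 0.999). REL (ENSG00000162924), on chromosome 2 from 60881521 to 60931610, had 85.9 ± 11.7 CPM with pepsin + amprenavir and 123 ± 12.4 with pepsin, a log2 fold change of -0.52 (standard error 0.104, adjusted p = 0.310 from edgeR). With pepsin alone against sham, RND1 had a log2 fold change of 0.15 and REL of 0.05, both at an adjusted p of 1.00 from edgeR. Each of these genes was called in pepsin + amprenavir vs. pepsin under 3 of 9 alternatives (exact test, DESeq2 and no filter). With offsets for GC content and transcript length, chosen after seeing the data, the adjusted p of each was 0.0311, where the 9 other alternatives ranged from 1.18e-11 to 0.601 for RND1 and from 1.15e-08 to 0.834 for REL. REL shares 52.2% of its words of 31 bases with other genes, mainly AC010733.2.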

The downregulation of *RND1* and *REL*, which are involved in actin cytoskeleton remodeling and NF-κB-mediated inflammation, respectively [97,98], indicates amprenavir’s function in lowering inflammation and maintaining structural integrity (Table 4). Amprenavir-induced expression of *RGCC* (a regulator of endothelial and epithelial repair) suggests improved cell regulation [99].

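RGCC (ENSG00000102760), on chromosome 13 from 41457559 to 41470882, had 10.9 ± 0.864 CPM with pepsin + amprenavir and 7.81 ± 0.296 with pepsin in BAR-T, with no overlap between the groups. Its log2 fold change was 0.49 (standard error 0.0884, adjusted p = 0.310 from edgeR), and the adjusted p across 9 alternatives ranged from 8.63e-04 to 0.720, with a call under 3 of them. In sham, RGCC had 10.2 ± 1.93 CPM, and its log2 fold change was -0.38 in pepsin vs. sham (adjusted p = 1.00 from edgeR) and 0.12 in pepsin + amprenavir vs. sham (adjusted p = 1.00 from edgeR).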

Notably, although the Wound Healing Signaling pathway was also dysregulated in the pepsin versus control comparison, the specific genes driving this response differed. In the pepsin-treated group, keratin-related alterations were prominent—a pattern consistent with epithelial stress and early metaplastic remodeling [100], as indicated by IPA analysis. In contrast, the pepsin + amprenavir group exhibited broader modulation of inflammation-related genes, including downregulation of proinflammatory mediators such as *CXCL8, IL1A,* and *PDGFB*, and upregulation of genes involved in tissue remodeling and repair, including *CLCF1* [101] and *VIM* [102] (Supplementary Table S2). Both *CXCL8 (IL-8)* and *IL1A* are key cytokines involved in GERD-related inflammation. 

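A further keratin gene, KRT84 (ENSG00000161849), on chromosome 12 from 52377812 to 52385652, had 1, 0 and 0 counts in the BAR-T sham libraries, 1, 1 and 154 in pepsin 1 to 3, and 2, 1 and 1 with pepsin + amprenavir. It was under the filter, and pepsin 3 alone held 95.7% of its counts. KRT6B stood below sham with amprenavir too, at 11.3 ± 5.81 CPM and a log2 fold change of -1.01 in pepsin + amprenavir vs. sham (standard error 0.256, adjusted p = 1.00 from edgeR). Its call there depended on 1 library, since without pepsin + amprenavir 3 the adjusted p was 3.39e-04 (the fits that each left out 1 library ranged from 3.39e-04 to 1.00).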

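In BAR-T, CXCL8 (ENSG00000169429), on chromosome 4 from 73740506 to 73743716, had 69.5 ± 17.3 CPM with pepsin + amprenavir and 132 ± 45.9 with pepsin. The groups overlapped, and the log2 fold change was -0.94 (standard error 0.239, adjusted p = 0.443 from edgeR). IL1A (ENSG00000115008), on chromosome 2 from 112773915 to 112784590, had 326 ± 30.2 and 445 ± 63.4 CPM, a log2 fold change of -0.45 (standard error 0.106, adjusted p = 0.399 from edgeR). PDGFB (ENSG00000100311), on chromosome 22 from 39223359 to 39244751, had 5.60 ± 0.590 and 7.66 ± 0.350 CPM, a log2 fold change of -0.44 (standard error 0.102, adjusted p = 0.399 from edgeR). CLCF1 (ENSG00000175505), on chromosome 11 from 67364168 to 67374177, had 56.7 ± 2.08 and 40.5 ± 2.37 CPM, a log2 fold change of 0.48 (standard error 0.0663, adjusted p = 0.167 from edgeR). CLCF1 was called without pepsin + amprenavir 3 (adjusted p = 0.0436, where the fits that each left out 1 library ranged from 0.0436 to 0.999). VIM (ENSG00000026025), on chromosome 10 from 17228259 to 17237593, had a log2 fold change of 1.14 (standard error 0.282, adjusted p = 0.433 from edgeR). It had 6.29 CPM in pepsin + amprenavir 1, 6.89 in pepsin + amprenavir 2 and 2.54 in pepsin + amprenavir 3, against 2.40 ± 0.171 with pepsin. Without pepsin + amprenavir 3, the adjusted p of VIM was 3.31e-04, where the fits that each left out 1 library ranged from 3.31e-04 to 0.999. IL1A and CLCF1 were called under 3 of 9 alternatives and CXCL8, PDGFB and VIM under 2.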

*IL1A* contributes to epithelial injury and immune cell recruitment during inflammation [103], while *CXCL8* promotes neutrophil activation and is consistently elevated in GERD and BE mucosa [12,104,105]. The suppression of these mediators by amprenavir indicates a shift from a proinflammatory to a more reparative immune environment. These distinct gene expression profiles suggest that amprenavir may redirect the wound healing response away from a proinflammatory, stress-associated state and toward a more regenerative and immunomodulatory repair process. These alterations correspond with GERD and BE pathology, where immune modulation and epithelial reconstruction are essential reactions to prolonged damage. 

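Before amprenavir is considered, pepsin vs. sham in BAR-T gave log2 fold changes of 0.36 for CXCL8, 0.14 for IL1A and 0.21 for PDGFB, each at an adjusted p of 1.00 from edgeR. The sham means were 103 ± 29.9, 404 ± 47.3 and 6.52 ± 1.78 CPM. From the lower expression of these mediators with amprenavir, the paper proposes a shift of the immune environment from a proinflammatory to a more reparative one.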

Conditions linked to these pathways, such as gastrointestinal and dermatological diseases, emphasize the importance of these discoveries in relation to GERD and its progression to BE.

### 3.3. Summary and Limitations

In summary, our results underscore the disruptive impact of pepsin on epithelial cell activity, even in neutral pH environments, supporting prior reports of its ability to damage mitochondrial integrity, induce oxidative stress, and modify essential pathways linked to cellular signaling and tissue remodeling. In Het-1A cells, damage caused by pepsin was primarily associated with mitochondrial dysfunction and oxidative phosphorylation, along with dysregulation of genes involved in energy metabolism and cellular stress responses. In contrast, BAR-T cells exhibited alterations in pathways related to wound healing, immune regulation, and epithelial remodeling, emphasizing the distinct response profiles of BE-like cells to peptic injury. 

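In Het-1A, the 13 mitochondrial mRNAs took 0.930% ± 0.0312 of the counts in sham (SD, n = 3), 1.04% ± 0.123 with pepsin (SD, n = 3) and 0.747% ± 0.0470 with pepsin + amprenavir (SD, n = 3). With pepsin, 1.13%, 0.901% and 1.10% of the counts were mitochondrial in the 3 replicates, which overlaps the sham replicates at 0.920%, 0.965% and 0.905%. As a list, the 13 genes had a median log2 fold change of 0.14 in pepsin vs. sham (13 of 13 genes higher, camera adjusted p = 0.00409). Without pepsin 1 the median was 0.0857 and without pepsin 3 it was 0.0969, and the list was not past the threshold in either fit. The nuclear genes of oxidative phosphorylation had a median of 0.02 in pepsin vs. sham (47 of 78 higher, camera adjusted p = 0.0681).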

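In BAR-T pepsin vs. sham, the list of integrated stress response genes had a median log2 fold change of -0.10 (4 of 31 genes higher, camera adjusted p = 3.79e-08) and the mitochondrial mRNAs had -0.10 (0 of 13 higher, camera adjusted p = 0.0107). Without pepsin 2, the mitochondrial median in BAR-T was 0.0324. The difference between the lines was tested for each of the 7 lists in the 3 comparisons with a camera test of the interaction, and 9 of these 21 differences had an adjusted p of at most 0.05. The lowest adjusted p of the 21 under fry was 0.226. For the effect of amprenavir on pepsin-treated cells, 0 of 16226 genes differed between the lines at an adjusted p of at most 0.05 (edgeR), and 671 did at an unadjusted p under 0.05. The count of 671 lies under the share of 0.05 of genes that would arise on average with no differences.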

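The share of the pepsin effect that was retained with amprenavir was computed per gene as the log2 fold change of pepsin + amprenavir vs. sham divided by that of pepsin vs. sham. In Het-1A, its median over the 21 DEGs of pepsin vs. sham was 60.1%. Both comparisons use the same sham libraries and the genes were chosen on pepsin vs. sham, so no rescue need not give 100% nor full rescue 0%. Simulations of 10 data sets each, drawn from the observed group means, gave a median of 82.6% (range 77.7% to 86.2%) with no rescue and 19.7% (range 12.7% to 22.1%) with full rescue. The simulated Het-1A medians are over 141 to 207 called genes, so they are not a like-for-like reference for the median over 21. The 3 Het-1A libraries with amprenavir differed. The position of a library is the median over these genes of its log2 distance from the sham mean divided by the fitted log2 fold change of pepsin vs. sham, so the pepsin libraries need not average 100%. By this measure, pepsin + amprenavir 1 stood at 97.1%, pepsin + amprenavir 2 at 103% and pepsin + amprenavir 3 at 5.41%. The sham libraries stood between -3.67% and 6.00% and the pepsin libraries between 93.3% and 95.4%. Without pepsin + amprenavir 3 the retained share was 97.2%, and without pepsin + amprenavir 2 it was 38.9%. Of the other alternatives, taking the 200 genes with the smallest p moved the share most, to 43.7%. In BAR-T, where no DEG could be used, the share over the 200 genes with the smallest p was 53.5%, where simulations gave 77.3% (range 70.4% to 80.2%) with no rescue and 22.8% (range 18.7% to 25.6%) with full rescue. Both simulations take the observed BAR-T differences between pepsin and sham as real, and none was run without a pepsin effect. The BAR-T share therefore cannot tell partial rescue from the absence of a pepsin effect. The BAR-T libraries with amprenavir stood at 61.8%, 28.4% and 58.7%, and the sham libraries between -22.1% and 19.2%. No p-value belongs to these shares.

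**Figure D6:**
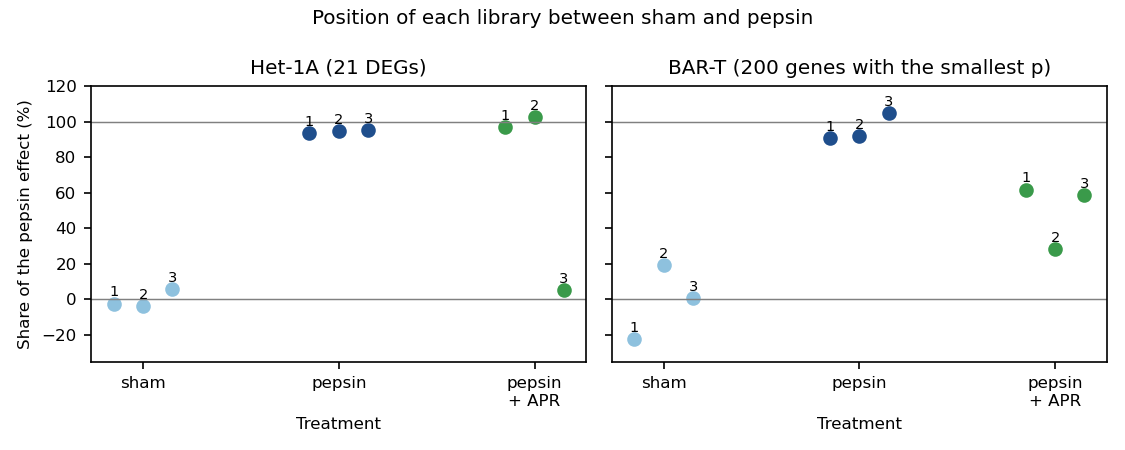
Position of each library on the vertical axis (percent), as the median of its log2 distance from the sham mean divided by the fitted log2 fold change of pepsin vs. sham, over the 21 DEGs of pepsin vs. sham in Het-1A and the 200 genes with the smallest p in BAR-T, by treatment on the horizontal axis. Points are libraries. Among the Het-1A libraries with pepsin + amprenavir, the third stands at 5.41% and the others at 97.1% and 103%.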

Amprenavir demonstrated protective effects in both cell types, reducing pepsin-induced epithelial damage and promoting tissue regeneration. Although this study is limited to transcriptomic profiling, results herein, such as pepsin-induced changes in mitochondrial dysfunction [15,46], oxidative stress [86], cell proliferation [106,107], and wound-healing [15,46] have been demonstrated in prior work. While it is difficult to estimate the concentration of pepsin that would be found in refluxate, the dose of pepsin used in this study is congruent with prior models of GERD and 10-fold less than that observed in the stomach of healthy subjects. Notably, the concentration of pepsin in the stomach can be elevated by 3-fold or more in patients taking PPIs; thus, our treatment dose may be considerably lower than that found in refluxate [108,109,110]. The concentration of amprenavir in this study is congruent with that found in the serum of patients taking the manufacturer’s recommended dose for treatment of HIV [19,111,112]. Our prior experiments support local conversion of fosamprenavir to active amprenavir [19], and we therefore expect to achieve even greater esophageal epithelial concentrations via a mucoadhesive formulation designed to prolong contact with the esophageal surface. One limitation of the study is that experiments were conducted using an in vitro model, which may not fully capture the complexity of in vivo tissue responses or replicate physiological conditions. We used only cell lines in this study; we acknowledge that our findings may be limited to these cell lines and may not fully represent the diversity of responses in primary cells or tissues, highlighting the need for future studies. Additional studies using in vivo models and clinical specimens will be helpful in confirming the findings and determining their relevance to patient care.

Furthermore, since this work is purely laboratory-based, we strongly encourage clinical follow-up studies involving patients often managed by gastroenterologists, with integrated nutritional interventions guided by dietitians or nutritionists. This approach is particularly relevant given that certain foods are known to exacerbate gastroesophageal reflux, and such nutritional care is already an established component of oncology teams in tertiary hospitals. This important clinical link bridges the essential laboratory research with everyday practice and patient management [113].

These data provide valuable insights into the molecular mechanisms underlying pepsin-induced epithelial injury and support the potential value of amprenavir in mitigating pepsin-driven epithelial damage in GERD and BE. Moreover, these data will guide our future research by prioritizing key signaling and metabolic pathways for functional analysis and therapeutic targeting in GERD and BE.

## 4. Materials and Methods

### 4.1. Cell Culture and Treatment

Immortalized human esophageal epithelial cells (Het-1A; American Type Culture Collection, Manassas, VA, USA) and hTERT-immortalized Barrett’s esophagus cells (BAR-T, kindly provided by Rhonda Souza [29]), were maintained in Bronchial Epithelial Cell Growth Medium (Sigma Aldrich, St. Louis, MO, USA) and Keratinocyte Growth Medium 2 (KGM; Lonza, Walkersville, MD, USA), respectively. BEGM was supplemented with 1x Antibiotic-Antimycotic (ThermoFisher Scientific, Waltham, MA, USA). KGM was supplemented with hydrocortisone, insulin, and transferrin, as provided, along with 180 μM adenine and 10 ng/mL cholera toxin (Sigma-Aldrich), 70 μg/mL bovine pituitary extract, 5% fetal bovine serum, and 1× Antibiotic-Antimycotic (ThermoFisher Scientific, Waltham, MA, USA). BAR-T were cultured on collagen-I coated plasticware (Biocoat; Corning, Corning, NY, USA), Het-1A on uncoated plasticware. Upon reaching 75% confluency, they were subjected to the designated pretreatment conditions in triplicate wells. Unless noted, cultures were treated in triplicate with Hanks’ Balanced Salt Solution (HBSS) at pH 7 to mimic on-PPI conditions, with or without 0.1 mg/mL porcine pepsin (Sigma Aldrich) and/or 10 μM amprenavir (Sigma Aldrich; in dimethyl sulfoxide [DMSO]) or equivalent volume of DMSO (solvent control) at 37°C and 5% CO_2_ for 1 h. Following treatment, the cells were washed twice with HBSS and incubated in normal growth media at 37 °C and 5% CO_2_ for an additional hour before harvest to extract the total RNA. Total RNA was extracted using the RNeasy Plus Mini Kit (Qiagen, Hilden, Germany), which eliminates genomic DNA, with QIAshredder columns. RNA quality was evaluated through UV spectroscopy (Nanodrop 2000; ThermoFisher Scientific), fluorimetry (Qubit; ThermoFisher Scientific), and a high-sensitivity RNA fragment analyzer (Agilent, Santa Clara, CA, USA) run (Figure 1).

### 4.2. RNA-seq and Ingenuity Pathway Analysis

RNA libraries were prepared using the Illumina TruSeq Stranded mRNA kit with dual indexing and sequenced on the Illumina NovaSeq 6000 platform, generating 100 bp paired-end reads at the Mellowes Center for Genomic Science and Precision Medicine (RRID:SCR_022926), as previously described [49]. Next, the RNA-seq data analysis was performed by the Bioinformatics Resource at the Mellowes Center as follows: FastQC [114] and RSeQC [115] were first used to perform quality control on the sequencing raw reads; across all 18 samples, read lengths ranged from 35 to 101 bp. On average, each sample yielded 112,789,491 total reads (≈56,394,745 read pairs). Of these, an average of 53,203,410 read pairs (≈94%) aligned successfully to the reference genome, including 36,291,879 junction-spanning pairs, indicating robust splice detection. Gene quantification resulted in an average of 49,283,871 gene counts per sample, and exon-level counts averaged 250,009,723, reflecting deep coverage of annotated features. 

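Over the 18 libraries, the tables analysed here sum to 51246300 ± 11525800 counts per library (SD, n = 18). Supplementary Table S3 gives the paper's gene counts per library, whose mean is 49283872 over all libraries, 53409951 over the Het-1A libraries and 45157792 over the BAR-T libraries. The sum in the tables was between 1.037 and 1.043 times the paper's gene count in each library.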

Mean GC content was 72.1% for read 1 and 67.6% for read 2. 

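Weighted by the counts of each gene, the GC content of the longest transcripts was between 49.0% and 49.5% in the Het-1A libraries and between 49.5% and 50.5% in the BAR-T libraries. In Supplementary Table S3, the columns for read 1 and read 2 with values near 70% lie between 61.5% and 75.7% over the 18 libraries, and the columns with values near 50% lie between 49 and 51.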

Read duplication rates averaged 50.1% and 50.3%, respectively, indicating consistent library complexity. These metrics confirm the high quality and uniformity of the RNA-seq data across all conditions and replicates (Supplementary Table S3). 

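The columns near 70% in Supplementary Table S3 rose with the number of reads of a library. In Het-1A, Pearson's r with total reads was 0.920 for read 1 and 0.942 for read 2 (n = 9, exact permutation p = 0.00112 and 8.82e-05), and Spearman's rho was 0.950 for both. In BAR-T, r was 0.942 and 0.863 and rho 0.983 and 0.883. With the 2 libraries farthest from the median read number left out, r stayed between 0.879 and 0.969. For the columns near 50%, r was -0.235 and -0.186 in Het-1A and 0.655 for both reads in BAR-T. Of the 8 relations, the 4 of the columns near 70% had adjusted permutation p of at most 0.00615 and the 4 of the columns near 50% of at least 0.106.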

*MAPRSeq3* workflow integrates a suite of open-source bioinformatics tools along with in-house developed methods to analyze paired-end RNA-Seq data [116]. Read alignment is performed with Star [117]. The BAM file is processed using featureCounts to summarize expression at gene and exon level. In addition to raw gene and exon expression counts, MAP-RSeq also provides normalized values (RPKM). This approach produced gene and exon counts after normalization by sequencing depth and gene length (linear reads per kilobase of transcript per million). Differential expression (DE) analysis was conducted using a pairwise approach with EdgeR [118] with the following thresholds: a minimum of one read per million in at least three samples, an adjusted *p*-value of ≤0.05, and an absolute fold change (FC) of ≥1.3 or [log2(FC) ≥ 0.3785]. 

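Read as at least 1 CPM in at least 3 of the 6 samples and restricted to protein-coding genes, an alternative chosen after seeing the data, these thresholds gave between 13046 and 13075 genes to test in Het-1A and between 12414 and 12427 in BAR-T. The sheets of Supplementary Tables S1 and S2 list 13231, 13235 and 13227 genes for Het-1A and 12576, 12590 and 12590 for BAR-T. Protein-coding genes with at least 1 CPM in at least 1 of the 6 samples gave the same 6 numbers.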

Differentially expressed genes (DEGs) were then obtained and further analyzed with Ingenuity Pathway Analysis (IPA; Qiagen) and principal component analysis (PCA). In IPA, the statistical significance of enriched Canonical Pathways, upstream regulators, and Diseases or Functions is calculated using a right-tailed Fisher’s Exact Test, based on the overlap between the input gene list and gene sets curated in the IPA Knowledge Base [119]. The “overlap” refers to the proportion of DEGs in the dataset that intersect with a given pathway or regulator’s known targets. These *p*-values are reported as −log₁₀ (*p*-value) in IPA output, with a threshold of ≥1.3 (equivalent to *p* ≤ 0.05) considered statistically significant.

## 5. Conclusions

In conclusion, this study provides evidence that amprenavir protects against the pepsin-induced injury in a model that mimics PPI-treated GERD, in which pepsin is injurious at neutral pH. The data suggest that pepsin exposure will result in severe cell damage, including mitochondrial dysfunction, oxidative stress, and inflammatory responses, despite the use of PPIs. These findings lend further support to the hypothesis that refluxed pepsin, independent of acid, acts as an important contributor to epithelial injury and dysfunction in GERD. In this model of BE progression, pepsin exposure activates signaling pathways related to immune modulation, wound healing, and epithelial remodeling. Amprenavir, by inhibiting pepsin activity, mitigated these effects, promoting epithelial repair and integrity. These findings elucidate the role that pepsin continues to play in PPI-treated GERD and its likely contribution to the progression from normal to BE and EAC despite PPI therapy. The findings herein support the therapeutic value of pepsin-inhibiting amprenavir, and future studies are needed to better understand its rescue of epithelial integrity, energy metabolism, inflammatory response, and cell differentiation during PPI recalcitrant GERD.

## Figures and Tables

**Figure 1:**
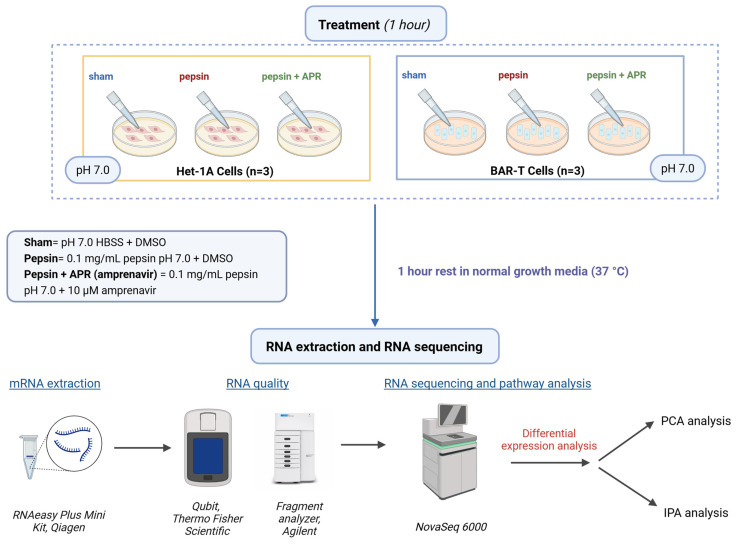
Experimental schema.

**Figure 2:**
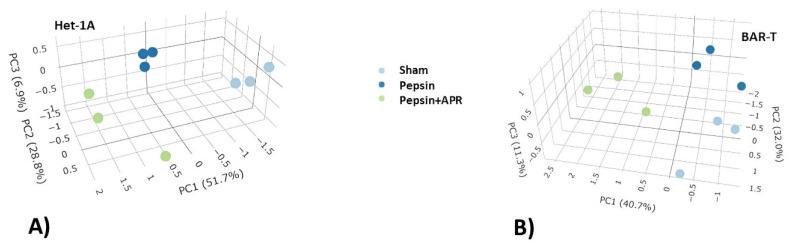
PCA of RNA-seq data from Het-1A and BAR-T cells under different treatment conditions. (**A**) PCA of Het-1A cells treated with pepsin (dark blue), pepsin + amprenavir (green), and sham (pH 7.0 HBSS; light blue). (**B**) PCA of BAR-T cells treated with pepsin (dark blue), pepsin + amprenavir (green), and sham (light blue). PCA = principal component analysis; APR = amprenavir.

**Table 1:** Ingenuity Pathway Analysis of DEGs in Het-1A cells.

**Pepsin vs. Sham**		
**Top Canonical Pathways**	***p*-Value**	**Overlap**
Class A/1 (Rhodopsin-like receptors)	3.53 × 10^−3^	4/317 (1.3%)
Natural Killer Cell Signaling	7.06 × 10^−3^	3/198 (1.5%)
Cell surface interactions at the vascular wall	8.40 × 10^−3^	2/64 (3.1%)
**Top Diseases**	***p*-value range**	**#Genes**
Metabolic Disease	1.71 × 10^−2^–1.01 × 10^−6^	22
Organismal Injury and Abnormalities	1.71 × 10^−2^–1.01 × 10^−6^	48
Gastrointestinal Disease	1.71 × 10^−2^–2.60 × 10^−6^	45
**Molecular and Cellular Functions**	***p*-value range**	**#Genes**
Cellular Development	1.71 × 10^−2^–6.38 × 10^−6^	27
Cellular Growth and Proliferation	1.71 × 10^−2^–6.38 × 10^−6^	27
Cell Death and Survival	1.68 × 10^−2^–3.44 × 10^−5^	23
**Top Upstream Regulators**	***p*-value range**	
nelfinavir	9.27 × 10^−9^	
EIF2S1	6.11 × 10^−8^	
tosedostat	2.89 × 10^−7^	
**Pepsin + Amprenavir vs. Sham**		
**Top Canonical Pathways**	***p*-value**	**Overlap**
Hematoma Resolution Signaling Pathway	2.34 × 10^−8^	7/258 (2.7%)
rRNA processing	6.65× 10^−8^	4/32 (12.5%)
NGF-stimulated transcription	1.51 × 10^−7^	4/39 (10.3%)
**Top Diseases**	***p*-value range**	**#Genes**
Organismal Injury and Abnormalities	3.70 × 10^−3^–8.37 × 10^−9^	30
Cancer	3.70 × 10^−3^–2.66 × 10^−8^	30
Metabolic Disease	3.58 × 10^−3^–7.57× 10^−8^	21
**Molecular and Cellular Functions**	***p*-value range**	**#Genes**
Cellular Development	3.70 × 10^−3^–2.24 × 10^−9^	18
Cellular Growth and Proliferation	3.70 × 10^−3^–2.24 × 10^−9^	18
Cell Death and Survival	3.70 × 10^−3^–9.54 × 10^−8^	17
**Top Upstream Regulators**	***p*-value range**	
HGF	3.14 × 10^−15^	
GLI1	3.07 × 10^−13^	
PRL	1.86 × 10^−12^	
**Pepsin + Amprenavir vs. Pepsin**		
**Top Canonical Pathways**	***p*-value**	**Overlap**
rRNA processing	1.16 × 10^−24^	10/32 (31.2%)
Oxidative Phosphorylation	1.92 × 10^−16^	9/112 (8.0%)
Mitochondrial Dysfunction	5.26 × 10^−12^	9/344 (2.6%)
**Top Diseases**	***p*-value range**	**#Genes**
Developmental Disorder	1.46 × 10^−2^–8.74 × 10^−22^	14
Metabolic Disease	1.97 × 10^−2^–8.74 × 10^−22^	13
Neurological Disease	2.06 × 10^−2^–8.74 × 10^−22^	15
**Molecular and Cellular Functions**	***p*-value range**	**#Genes**
Cell-To-Cell Signaling and Interaction	1.97 × 10^−2^–8.81 × 10^−17^	10
Cell Signaling	1.33 × 10^−2^–1.70 × 10^−7^	6
Post-Translational Modification	1.33 × 10^−2^–1.70 × 10^−7^	7
**Top Upstream Regulators**	***p*-value range**	
DAP3	2.48 × 10^−30^	
NSUN3	3.80 × 10^−26^	
mtRNase P	1.13 × 10^−25^	

IPA enrichment of DEGs from pepsin vs. sham, pepsin + amprenavir vs. sham, and pepsin + amprenavir vs. pepsin, showing top pathways, diseases/functions, and upstream regulators with Fisher’s exact test *p* values and gene overlap (%).

**Table 2:** Top DEGs in Het-1A Cells.

Pepsin vs. Sham	logFC		Pepsin + Amprenavir vs. Sham	logFC		Pepsin + Amprenavir vs. Pepsin	logFC	
**CHAC1**	−1.74	↓	**CHAC1**	−1.37	↓	**SAA2**	−0.42	↓
**STC2**	−0.46	↓	**POTEE/POTEF**	−8.51	↓	**FOS**	−0.53	↓
**SESN2**	−0.57	↓	**COL1A2**	−6.29	↓	**MT−ND1**	−0.59	↓
**SLC7A11**	−0.60	↓	**FOS**	−0.57	↓	**SGPP2**	−0.39	↓
**COL1A2**	−3.99	↓	**CAV1**	−5.52	↓	**MT−CO2**	−0.47	↓
**POTEE/POTEF**	−4.25	↓	**HSPA1A−B**	0.71	↑	**MT−ND2**	−0.53	↓
**CAV1**	−4.42	↓	**HES1**	0.51	↑	**SAA2−SAA4**	−0.47	↓
**ADM2**	−0.68	↓	**MIDN**	0.47	↑	**MT−ND4**	−0.59	↓
**HSPA1A-B**	0.59	↑	**ID1**	0.54	↑	**MT−CYB**	−0.50	↓
**CXCL14**	0.41	↑	**IL11**	0.68	↑	**MT−CO1**	−0.41	↓

List of differentially expressed genes (DEGs) with log fold changes (logFC) in Het-1A cells under different conditions: pepsin vs. sham, pepsin + amprenavir vs. sham, and pepsin + amprenavir vs. pepsin. Genes with upregulation are marked with ↑, and downregulation with ↓. The table shows the logFC for each DEG under the respective conditions.

**Table 3:** Ingenuity Pathway Analysis of DEGs in BAR-T Cells.

Pepsin vs. Sham		
**Top Canonical Pathways**	***p*-value**	**Overlap**
Keratinization	2.75 × 10^−6^	4/214 (1.9%)
Wound Healing Signaling Pathway	2.27 × 10^−4^	3/252 (1.2%)
Glucocorticoid Receptor Signaling	2.57 × 10^−3^	3/582 (0.5%)
**Top Diseases**	***p*-value range**	**#Genes**
Dermatological Diseases and Conditions	2.35 × 10^−3^–4.94 × 10^−4^	2
Developmental Disorder	2.96 × 10^−3^–4.94 × 10^−4^	2
Organismal Injury and Abnormalities	4.72 × 10^−2^–4.94 × 10^−4^	12
**Molecular and Cellular Functions**	***p*-value range**	**#Genes**
Cell Morphology	4.79 × 10^−2^–1.23 × 10^−5^	3
Cellular Assembly and Organization	3.22 × 10^−2^–1.48 × 10^−4^	4
Cellular Function and Maintenance	4.65 × 10^−2^–1.48 × 10^−4^	4
**Top Upstream Regulators**	***p*-value range**	
CAMK4	2.44 × 10^−4^	
miR-7002-5p (miRNAs w/seed UGGCUUC)	4.98 × 10^−4^	
cytisine	4.98 × 10^−4^	
**Pepsin + Amprenavir vs. Sham**		
**Top Canonical Pathways**	***p*-value**	**Overlap**
Keratinization	7.15 × 10^−7^	4/214 (1.9%)
Glucocorticoid Receptor Signaling	1.03 × 10^−3^	3/582 (0.5%)
Wound Healing Signaling Pathway	3.68 × 10^−3^	2/252 (0.8%)
**Top Diseases**	***p*-value range**	**#Genes**
Cancer	3.61 × 10^−2^–3.71 × 10^−4^	8
Dermatological Diseases and Conditions	3.54 × 10^−2^–3.71 × 10^−4^	3
Gastrointestinal Disease	4.07 × 10^−2^–3.71 × 10^−4^	3
**Molecular and Cellular Functions**	***p*-value range**	**#Genes**
Cell Morphology	2.82 × 10^−2^–6.71 × 10^−6^	3
Cellular Assembly and Organization	2.78 × 10^−2^–8.09 × 10^−5^	3
Cellular Function and Maintenance	1.58 × 10^−2^–8.09 × 10^−5^	3
**Top Upstream Regulators**	***p*-value range**	
GSTP1	2.37 × 10^−5^	
CREB:CRTC1:PER1 gene	3.45 × 10^−4^	
BMAL1:CLOCK,NPAS2:PER1 gene	3.45 × 10^−4^	
**Pepsin + Amprenavir vs. Pepsin**		
**Top Canonical Pathways**	***p*-value**	**Overlap**
Wound Healing Signaling Pathway	9.44 × 10^−8^	7/252 (2.8%)
HMGB1 Signaling	5.30 × 10^−6^	5/167 (3.0%)
Macrophage Classical Activation Signaling Pathway	9.67 × 10^−6^	5/189 (2.6%)
**Top Diseases**	***p*-value range**	**#Genes**
Cancer	1.00 × 10^−2^–7.95 × 10^−8^	37
Immunological Disease	9.79 × 10^−3^–7.95 × 10^−8^	25
Organismal Injury and Abnormalities	1.00 × 10^−2^–7.95× 10^−8^	37
**Molecular and Cellular Functions**	***p*-value range**	**#Genes**
Cell-To-Cell Signaling and Interaction	9.11 × 10^−3^–1.08 × 10^−7^	19
Lipid Metabolism	9.11 × 10^−3^–3.68 × 10^−7^	15
Cellular Development	9.53 × 10^−3^–6.86 × 10^−7^	22
**Top Upstream Regulators**	***p*-value range**	
TBK1	1.40 × 10^−8^	
SB203580	2.85 × 10^−8^	
VEGF	4.44 × 10^−8^	

IPA enrichment of DEGs from pepsin vs. sham, pepsin + amprenavir vs. sham, and pepsin + amprenavir vs. pepsin, showing top pathways, diseases/functions, and upstream regulators with Fisher’s exact test *p* values and gene overlap (%).

**Table 4:** Top DEGs in BAR-T Cells.

Pepsin vs. Sham	logFC		Pepsin + Amprenavir vs. Sham	logFC		Pepsin + Amprenavir vs. Pepsin	LogFC	
**FOSB**	−0.45	↓	**PER1**	−0.46	↓	**RND1**	−0.69	↓
**AVIL**	−0.84	↓	**RND1**	−0.56	↓	**KRT84**	−5.16	↓
**KRT6B**	−1.03	↓	**KRT6B**	−1.02	↓	**CHD7**	−0.46	↓
**GOLGA8A-B**	−0.52	↓	**RASGEF1B**	−0.62	↓	**RNF152**	−0.49	↓
**ATG9B**	−0.59	↓	**KRTAP2−4**	0.87	↑	**REL**	−0.50	↓
**CPT1B**	−0.51	↓	**CEACAM5**	0.51	↑	**CLCF1**	0.50	↑
**AHSA2P**	−0.55	↓	**KRT71**	6.24	↑	**KRTAP2−4**	0.71	↑
**KRT71**	4.61	↑	**KRT72**	6.02	↑	**RGCC**	0.51	↑
**KRT72**	4.37	↑	**PRR15L**	0.54	↑	**YJEFN3**	0.83	↑
						**DOK3**	0.68	↑

List of differentially expressed genes (DEGs) with log fold changes (logFC) in BAR-T cells under different conditions: pepsin vs. sham, pepsin + amprenavir vs. sham, and pepsin + amprenavir vs. pepsin. Genes with upregulation are marked with ↑, and downregulation with ↓. The table shows the logFC for each DEG under the respective conditions.

## Data Availability

The raw RNA-seq data presented in this study are publicly available in the Gene Expression Omnibus (GEO) database under the accession number GSE288541.

## Supplementary Materials

The following supporting information can be downloaded at https://www.mdpi.com/article/10.3390/ijms26136182/s1.

## Appendix A

*ADM2* (Adrenomedullin 2), *AHSA2P* (AHSA2 pseudogene), *ATG9B* (Autophagy Related 9B), *AVIL* (Avilin), *BMAL1:CLOCK, NPAS2:PER1* gene (BMAL1, Clock Circadian Regulator, NPAS2, Period Circadian Regulator 1), *CAMK4* (Calcium/Calmodulin Dependent Protein Kinase IV), *CAV1* (Caveolin 1), *CEACAM5* (Carcinoembryonic Antigen Related Cell Adhesion Molecule 5), *CHAC1* (ChaC Glutathione S-Transferase 1), *CHD7* (Chromodomain Helicase DNA Binding Protein 7), *CLCF1* (Cytokine-Like Factor 1), *COL1A2* (Collagen Type I Alpha 2 Chain), *CPT1B* (Carnitine Palmitoyltransferase 1B), *CREB:CRTC1:PER1* gene (CREB Binding Protein, CREB Regulated Transcription Coactivator 1, Period Circadian Regulator 1), *CXCL14* (C-X-C Motif Chemokine Ligand 14), *DAP3* (Death Associated Protein 3), *DOK3* (Docking Protein 3), *EIF2S1* (Eukaryotic Translation Initiation Factor 2 Subunit 1), *FOS* (Fos Proto-Oncogene), *FOSB* (Fos Proto-Oncogene B), *GLI1* (GLI Family Zinc Finger 1), *GOLGA8A-B* (Golgin Subfamily A Member 8A-B), *GSTP1* (Glutathione S-Transferase Pi 1), *HES1* (Hairy And Enhancer Of Split 1), *HGF* (Hepatocyte Growth Factor), *HSPA1A/HSPA1B* (Heat Shock Protein Family A (Hsp70) Member 1A/1B), *ID1* (Inhibitor Of DNA Binding 1), *IL11* (Interleukin 11), *KRT6B* (Keratin 6B), *KRT71* (Keratin 71), *KRT72* (Keratin 72), *KRT84* (Keratin 84), *KRTAP2-4* (Keratin Associated Protein 2-4), *MIDN* (Midline 1), *MT-CO1* (Mitochondrial Cytochrome C Oxidase Subunit 1), *MT-CO2* (Mitochondrial Cytochrome C Oxidase Subunit 2), *MT-CYB* (Mitochondrial Cytochrome B), *MT-ND1* (Mitochondrial NADH Dehydrogenase 1), *MT-ND2* (Mitochondrial NADH Dehydrogenase 2), *MT-ND4* (Mitochondrial NADH Dehydrogenase 4), *mtRNase P* (Mitochondrial RNase P), *NSUN3* (Nucleolar RNA Methyltransferase 3), *PER1* (Period Circadian Regulator 1), *POTEE/POTEF* (Potassium Channel Tetramerization Domain Containing 1/Potassium Channel Tetramerization Domain Containing 2), *PRL* (Prolactin), *PRR15L* (Proline Rich 15-Like), *RASGEF1B* (RAS Guanyl Releasing Protein 1B), *REL* (RELA Proto-Oncogene), *RGCC* (Regulator of Cell Cycle), *RND1* (Rho Family GTPase 1), *RNF152* (Ring Finger Protein 152), *SAA2* (Serum Amyloid A2), *SAA2-SAA4* (Serum Amyloid A2/4), *SB203580* (P38 MAPK Inhibitor), *SESN2* (Sestrin 2), *SGPP2* (Sphingosine-1-Phosphate Phosphatase 2), *SLC7A11* (Solute Carrier Family 7 Member 11), *STC2* (Stanniocalcin 2), *TBK1* (TANK-Binding Kinase 1), *VEGF* (Vascular Endothelial Growth Factor), *YJEFN3* (YJF3 Protein).

How the deposited data were processed for this re-analysis (not part of the article)

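RNA from Het-1A and BAR-T cells was sequenced in 18 libraries, 3 replicates for each of sham, pepsin and pepsin + amprenavir in each line. The paper's Methods name the TruSeq Stranded mRNA kit and the sample labels name a stranded total RNA kit from the same maker, so the selection of the RNA is not settled. The counts analysed here are raw read-pair counts per gene, made by the authors with STAR alignment and featureCounts in their MAPRSeq3 workflow, as deposited, with 1 column per library. The values were tested for whole numbers and for genes at 0 in every library. No normalization and no filter was found in them, and they equal the raw counts in the parts of Supplementary Tables S1 and S2 that were read. All columns were used. Library totals, their medians per group and the precision they give are in the first passage on the data.

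Counts were analysed with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0 in R 4.3.3, and figures and correlations were made with Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. Each comparison used the 6 libraries of 2 groups of 1 line. Genes with at least 1 CPM in at least 3 libraries were tested with the quasi-likelihood functions of edgeR (estimateDisp, glmQLFit and glmQLFTest) on TMM factors. DEGs had a Benjamini-Hochberg adjusted p of at most 0.05 and an absolute log2 fold change of at least 0.3785, which is 1.3-fold. Standard errors are those of the fitted coefficient. Genes under the filter are given as raw counts, and no fold is given for them, with 3 counts taken as the floor.

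The genes named in the text are those of the paper's Tables 2 and 4 and of its results and discussion, the 13 mitochondrial protein-coding genes, and for each comparison the 3 DEGs with the smallest adjusted p whose replicates do not overlap. Supplementary Tables S1 and S2 had been read when this rule was written. Words of 31 bases from GENCODE release 29 transcripts were used to measure how much of a gene's sequence other genes share, and GC content and length were taken from the longest transcript of each gene.

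Lists of 7 gene groups, written by hand, were tested with camera from limma on log2 CPM with a prior count of 2 and an inter-gene correlation of 0.01, with Benjamini-Hochberg adjustment over 42 tests. The difference between the cell lines was tested on 12 libraries as an interaction in edgeR for genes and in camera for lists. The share of the pepsin effect retained used the DEGs of pepsin vs. sham. BAR-T has 0 DEGs, so its share used the 200 genes with the smallest p, and its principal component analysis used all genes passing the filter. Permutation tests were exact where the samples allow all regroupings.

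The test, the filter, the thresholds and the alternatives to them were chosen before the data were examined. These alternatives were edgeR's exact test, DESeq2, library sizes or upper quartiles in place of TMM, no filter, filterByExpr, all 9 libraries of a line in 1 fit, the robust option, no fold change threshold, an adjusted p of at most 0.01, the replicate number as a block and each library left out in turn. For lists, they were fry, the correlation estimated from the data, and TMM factors without mitochondrial genes. The principal component analysis was repeated on all genes, on the 500 genes with the largest variance, with scaling, and as log2 of RPKM plus 1. After the data were seen, 6 were added, namely protein-coding genes only, protein-coding genes with at least 1 CPM in at least 1 sample under the exact test, the principal components of the genes called under those settings, the interaction for amprenavir, and offsets for GC content and transcript length (lowess, span 0.3) for genes and for lists.

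Treatment labels were also regrouped in all 10 splits of 6 libraries, and in 100 drawn splits (50 with offsets) of the 200 within-line splits for interactions. Lists of marker genes of fibroblasts, hair follicles and blood and of RNA without poly(A) tails were used to look for other sources of RNA. Simulated changes in 200 genes were used to test the quasi-likelihood test, with and without the offsets, the exact test, DESeq2 and the interaction, and a simulated lowering of the 13 mitochondrial mRNAs was used to test camera. The principal component analysis and fry were not tested in this way. The gene sets of Ingenuity Pathway Analysis were left out because that knowledge base was not used here.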

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

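Of the tests in this part, those on the differences between the lines, on the other splits of their labels, on the non-coding genes, and on reads of another mammal and human cells of another type were chosen only after the results were seen.

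The effects of treatment on the 7 lists were compared between Het-1A and BAR-T in each of the 3 comparisons, and 9 of the 21 differences had a camera adjusted p of at most 0.05. As Het-1A minus BAR-T, in pepsin vs. sham the median log2 fold change differed by 0.24 for mitochondrial mRNAs (adjusted p = 0.00188, 13 of 13 genes higher), by 0.0427 for nuclear oxidative phosphorylation (0.0483, 55 of 78) and by -0.10 for the integrated stress response (1.77e-04, 10 of 34). For pepsin + amprenavir vs. sham, it differed by -0.0472 for the integrated stress response (0.0230, 13 of 34), by -0.12 for immediate early genes (4.72e-04, 7 of 33) and by 0.15 for NF-kB and inflammation (0.00403, 20 of 27). For pepsin + amprenavir vs. pepsin, it differed by -0.34 for mitochondrial mRNAs (4.25e-05, 0 of 13), by -0.0896 for immediate early genes (4.25e-05, 6 of 33) and by 0.18 for NF-kB and inflammation (0.0269, 18 of 27).

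With the trend in GC content and length removed, each of the 9 differences was still past the threshold, and that of the integrated stress response in pepsin + amprenavir vs. pepsin joined them (adjusted p = 0.0137), which argues against that trend as the whole source. The nuclear oxidative phosphorylation difference changed sign to -0.0255 without BAR-T sham 1, so 1 library decides its direction. With 1 library left out, 6 of the 9 differences kept their sign and most of their size in every fit. Those of mitochondrial mRNAs and of the integrated stress response in their comparisons with sham fell to 0.104 without BAR-T pepsin 2 and to -0.0160 without BAR-T pepsin + amprenavir 1. A candidate explanation for all 9 is that the genes of a list vary together between libraries, since the lowest adjusted p from fry was 0.226. When labels were regrouped within each line, 42 of 100 splits gave at least 9 differences, with a median of 8 over the other splits. A difference in biology between the lines stays open and untested, and these tests do not establish one.

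For single genes, the pepsin effect differed between the lines for 0 genes, and 1049 had an unadjusted p under 0.05. This count is reached by 100 of 100 splits because no count can be lower. The regrouped splits with the most genes gave 2112, 28 and 16, which leaves open that libraries differ in something other than treatment. With offsets the pepsin effect differed for 103 genes, and 4 of 50 splits gave as many, the true one included. The other 3, with 178, 106 and 197 genes, keep the Het-1A treatments together and regroup only BAR-T, and the splits that regroup Het-1A gave at most 4. The count of splits is therefore no reference for a difference between the lines, which stays open. For amprenavir, 100 of 100 splits reached the count of 0, which again tests nothing, beside 671 genes at an unadjusted p under 0.05.

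Of the 21 DEGs of Het-1A pepsin vs. sham, 4 are not protein-coding, and the paper does not report on them. CASC19, on chromosome 8, had a log2 fold change of -0.91 (adjusted p = 0.0122 from edgeR), PSMB8-AS1, on chromosome 6, 0.38 (0.0319), a non-coding gene on chromosome 2 from 74832655 to 74833987 had -0.47 (0.0334), and SNHG12, on chromosome 1, -0.44 (0.0337). With offsets for GC content and length, 4 of the 4 were still called, which argues against that source. Of the 4, 0 overlap a gene that passes the thresholds in the same direction, but only 1 of the 3 genes overlapping CASC19 and 1 of the 6 overlapping SNHG12 were tested, so reads of overlapping genes stay open. PSMB8-AS1 shares 42.4% of its words of 31 bases with other genes. A response to pepsin is a hypothesis, found and tested on the same libraries.

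Processed pseudogenes that stand out in Het-1A sham 2 summed to 97.6 CPM there, against 7.56 to 21.3 in the other 8 Het-1A libraries. The same pseudogenes summed to 23.0 CPM in BAR-T pepsin + amprenavir 2 and 22.1 in BAR-T pepsin + amprenavir 1, against 6.58 to 9.77 in the other BAR-T libraries. EEF1A1P16, in parts per 1e+06 of its parent EEF1A1, stood at 1509 in Het-1A sham 2, where the other 17 libraries had at most 259. This gene is among those chosen for standing out there, so the ratio decides nothing, and human cells of another type stay open. Reads of another mammal may explain the pattern, since 2 of the 2 BAR-T libraries highest in these pseudogenes were also highest in COL1A2 and in unmapped reads. Het-1A sham 2 had 6.51% unmapped reads, but sham 3, second there in the pseudogenes, had 4.09%. Spearman's rho of the pseudogenes with unmapped reads was 0.133 in Het-1A and 0.283 in BAR-T. The unmapped reads therefore do not follow the pseudogenes beyond the highest libraries. No biological explanation was tested for the pseudogenes.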

How the results depend on the processing

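The settings with protein-coding genes only, with genes at 1 CPM or more in at least 1 sample, with the genes called under those settings and with offsets for GC content and transcript length, and the interaction for amprenavir, were chosen only after the results were seen.

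The number of DEGs in Het-1A pepsin vs. sham was 21. It was 239 with no fold change threshold, 7 at an adjusted p of at most 0.01, 53 with edgeR's exact test, 185 with no filter and 4 with all 9 samples in 1 fit. Protein-coding genes with at least 1 CPM in at least 1 sample gave 52 under the exact test, and offsets for GC content and length gave 60. The fits that each left out 1 replicate gave 5 (without pepsin 1) to 37 (without sham 3), and 9 without pepsin 3. For pepsin + amprenavir vs. sham, the 12 DEGs became 2 at an adjusted p of at most 0.01, 27 with the exact test, 23 with DESeq2, 145 with no filter and 32 for protein-coding genes in at least 1 sample. Leaving out 1 replicate gave 3 (without pepsin + amprenavir 1 or sham 2) to 101 (without pepsin + amprenavir 3). For pepsin + amprenavir vs. pepsin, the 3 DEGs became 5 with no fold change threshold, 0 at an adjusted p of at most 0.01 (1485 genes at an unadjusted p under 0.05), 24 with the exact test, 17 with DESeq2, 9 with upper quartiles, 41 with no filter, 8 with filterByExpr, 12 with all 9 samples in 1 fit, 21 for protein-coding genes in at least 1 sample and 5 with offsets. Leaving out 1 replicate gave 0 (without pepsin + amprenavir 1, pepsin 1 or pepsin 3) to 81 (without pepsin + amprenavir 3).

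In BAR-T, the counts of 0 DEGs stood beside 387, 395 and 1228 genes at an unadjusted p under 0.05 in pepsin vs. sham, pepsin + amprenavir vs. sham and pepsin + amprenavir vs. pepsin. Of these, 387 and 395 lie under the share of 0.05 of genes tested that would arise on average with no differences. In the order of these comparisons, the exact test gave 34, 9 and 42, DESeq2 16, 3 and 32, no filter 60, 77 and 110, protein-coding genes in at least 1 sample 13, 9 and 37, and offsets 3, 1 and 7. Leaving out 1 replicate gave 0 to 1 (without pepsin 1), 0 to 2 (without pepsin + amprenavir 3) and 0 to 7 (without pepsin + amprenavir 3).

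With the replicate number as a replicate block, the DEGs in Het-1A were 63, 2 and 17 in pepsin vs. sham, pepsin + amprenavir vs. sham and pepsin + amprenavir vs. pepsin. Over all pairs of groups, the medians do not show that the replicate numbers pair the libraries. Between Het-1A sham and pepsin alone, same-numbered libraries had correlations of 0.0471, 0.314 and 0.347, and those with other numbers -0.368 to 0.0818. A pairing in that comparison stays open. Over all pairs, deviations of libraries with the same number had a median correlation of 0.05 in Het-1A and -0.29 in BAR-T. Libraries with other numbers had 0.01 and 0.15.

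For the 13 mitochondrial mRNAs, the median log2 fold changes of 0.143, -0.298 and -0.435 in the Het-1A comparisons and of -0.104 and -0.204 in BAR-T pepsin vs. sham and pepsin + amprenavir vs. sham lost the threshold with fry and with the estimated correlation, which leave the medians as they are. In Het-1A, leaving out 1 replicate moved these medians from 0.0857 (without pepsin 1) to 0.223, from -0.358 to -0.260 and from -0.546 to -0.360. In BAR-T, pepsin vs. sham ranged from -0.200 to 0.0324 (without pepsin 2), pepsin + amprenavir vs. sham from -0.347 (without pepsin + amprenavir 2) to -0.113 (without pepsin + amprenavir 3), and pepsin + amprenavir vs. pepsin from -0.263 (without pepsin 2) to 0.0170 (without pepsin 1), where the value over all libraries was -0.110. Of the 6 other lists, 2, 4 and 6 passed the threshold in Het-1A and 2, 5 and 4 in BAR-T, and fry and the estimated correlation gave 0 in each comparison. Leaving out 1 replicate gave 1 (without sham 1) to 3, 4 to 5 and 2 (without pepsin + amprenavir 2) to 6 in Het-1A, and 1 (without pepsin 1) to 4 (without sham 1), 3 (without pepsin + amprenavir 3) to 5 and 3 to 4 in BAR-T.

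Medians near 0 changed sign under some settings. The ranges are over the fits that each left out 1 replicate, with the replicates that changed the sign. In Het-1A pepsin vs. sham, nuclear oxidative phosphorylation ranged from -4.60e-05 (without sham 1) to 0.0378, immediate early genes from -0.0403 (without sham 3, and -0.00308 without pepsin 2) to 0.0579, and keratins from -0.0443 to 0.0136 (without pepsin 3, and 0.00243 without sham 2). Keratins there also stood at 0.00699 with library sizes only and at 2.20e-04 without mitochondrial genes in TMM. With amprenavir in Het-1A, NF-kB against sham ranged from -0.0673 to 0.0169 (without sham 2, and 0.0126 without pepsin + amprenavir 2), and the integrated stress response against pepsin from -0.00347 (without pepsin + amprenavir 3) to 0.0992. In BAR-T pepsin vs. sham, nuclear oxidative phosphorylation ranged from -0.0488 to 0.0354 (without sham 1), heat shock from -0.0106 (without sham 1, and -0.00833 without sham 3) to 0.0239, immediate early genes from -0.0321 (without sham 2) to 0.0713 and keratins from -0.127 to 0.0346 (without sham 1). With amprenavir in BAR-T against sham, nuclear oxidative phosphorylation ranged from -9.40e-04 (without sham 3) to 0.109 and immediate early genes from -0.0485 (without sham 2) to 0.0913. Against pepsin, the integrated stress response ranged from -5.31e-04 (without pepsin 1) to 0.0396 and stood at -8.04e-04 with offsets. Immediate early genes there ranged from -0.0266 to 0.0241 (without pepsin 2, and 0.0171 without pepsin + amprenavir 2), and stood at 4.89e-04 with library sizes only and at 0.00816 without mitochondrial genes in TMM.

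The share of the pepsin effect retained was 60.1% in Het-1A, from 38.9% (without pepsin + amprenavir 2) to 97.2% (without pepsin + amprenavir 3), and 53.5% in BAR-T, from 43.7% to 63.1%. The genes whose pepsin effect differs between the lines were 0 (1049 at an unadjusted p under 0.05), 20 with DESeq2 and 103 with offsets, and 0 to 3 (without BAR-T sham 1) with 1 replicate left out. For amprenavir they were 0 (671 at an unadjusted p under 0.05), and 0 to 4 (without BAR-T pepsin + amprenavir 3) with 1 replicate left out. The share of variance on PC1 in Het-1A was 70.7%, 27.5% over all genes and 30.0% over the 500 genes with the largest variance. It was 60.9% with scaling, 26.6% with the GC and length trend removed, and 66.0% to 78.7% with 1 replicate left out. Over the genes called in at least 1 sample settings, it was 72.8%. In BAR-T it was 39.0%, 34.7% over 500 genes, 45.2% as log2 of RPKM plus 1, 67.9% over the genes called in at least 1 sample settings, 26.2% with the trend removed, and 35.8% to 46.9% with 1 replicate left out.

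For single genes, 843 results under alternatives chosen beforehand were on the same side of the thresholds, 54 were weaker and 156 stronger, and under the added ones 137 were the same, 1 weaker and 46 stronger. None of these changed direction.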

Differences from the paper's values

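The exact test on protein-coding genes with at least 1 CPM in at least 1 sample, named here as the added settings, was chosen only after the values were seen. Its dispersion estimates and library sizes also differ from those of the other exact test.

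A value is called near the paper's here when the larger is at most 1.5 times the smaller. The paper gives 52 DEGs in Het-1A pepsin vs. sham, and 21 were called here. Of the alternatives set before the data were examined, the exact test (53), the replicate number as a replicate block (63) and the fit without sham 3 (37) come near the paper's value and the others do not. For Het-1A pepsin + amprenavir vs. sham, the paper gives 32 and 12 were called here, where the exact test (27) and DESeq2 (23) come near it and the others do not. In BAR-T pepsin vs. sham, the paper gives 13 and 0 were called here (387 at an unadjusted p under 0.05), where DESeq2 (16) comes near it and the others, the exact test (34) among them, do not. In BAR-T pepsin + amprenavir vs. sham, the paper gives 9 and 0 were called here (395 at an unadjusted p under 0.05), where the exact test (9) reaches it and the others do not come near. The added settings, chosen after seeing the values, gave 52, 32, 13 and 9.

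For the share of variance on PC2 in Het-1A, the paper gives 28.8% and 17.9% was found here. Scaling (25.8%), log2 of RPKM plus 1 (21.7%) and the analyses without sham 1 (21.06%), sham 2 (21.4%) or sham 3 (20.8%) come near the paper's value, and all genes (17.3%), the 500 genes with the largest variance (16.9%) and the analyses without any other library (13.25% to 19.05%) do not. On PC1 in Het-1A, the paper gives 51.7% and 70.7% was found here, which is near by the same measure, with 60.9% under scaling, 67.1% as log2 of RPKM plus 1, 27.5% over all genes and 30.0% over 500 genes. For BAR-T, the paper gives 32.0% and 17.8% was found here, where of the alternatives set before the data were examined the analyses without pepsin + amprenavir 3 (22.0%) and without sham 1 (21.7%) come near it. The others do not, with 21.3% without sham 2, 20.3% over 500 genes, 19.5% with scaling and 17.9% as log2 of RPKM plus 1. The genes called under the added settings gave 72.8% on PC1 and 11.8% on PC2 in Het-1A, and 67.9% and 16.7% in BAR-T. Each lies farther from the paper's value than the one found here.

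The paper lists FOS, SAA2-SAA4, MT-ND1, MT-ND2, MT-ND4, MT-CO1, MT-CO2 and MT-CYB as changed in Het-1A pepsin + amprenavir vs. pepsin, and none of the 8 was called here. DESeq2, the exact test, no filter, the added settings, the replicate number as a replicate block (17 DEGs) and the fit without pepsin + amprenavir 3 called each of the 8. All 9 samples in 1 fit called each except MT-CO1. Upper quartiles called FOS, SAA2-SAA4, MT-ND1 and MT-CO2, filterByExpr called FOS, MT-ND1 and MT-CO2, and offsets for GC content and length, chosen after seeing the values, called FOS and MT-CO2. Without pepsin 2, the 6 mitochondrial genes were called, and without pepsin + amprenavir 2, FOS was. The genes of the paper's Table 4 were not called in BAR-T. No filter and the added settings, chosen after seeing the values, called each of them except GOLGA8A, which no setting called, and the exact test called each except GOLGA8A and KRT6B. DESeq2 called FOSB, GOLGA8B, ATG9B, CPT1B, AHSA2, PER1, CEACAM5, CHD7, RNF152, REL, CLCF1, RGCC, YJEFN3, KRTAP2-3 in both comparisons with amprenavir and RND1 against pepsin. Offsets, also chosen after seeing the values, called ATG9B, CEACAM5, REL, CLCF1 and RND1 against pepsin. KRT6B was called without pepsin 1 in pepsin vs. sham and without pepsin + amprenavir 3 against sham. Against pepsin, RND1 and CLCF1 were called without pepsin + amprenavir 3, and RND1 also without pepsin 2. CXCL8, IL1A, PDGFB and VIM, which the paper discusses in BAR-T, were not called against pepsin. The exact test, no filter and the added settings called each of these 4, DESeq2 called IL1A, and VIM was called without pepsin + amprenavir 3. COL1A2, POTEF, CAV1, KRT71, KRT72 and KRT84, which the paper lists, were under the filter here and were called with no filter and under the added settings. The paper's Table 4 writes KRTAP2-4, while the counts that stand for it in Supplementary Table S2 are those of KRTAP2-3, and KRTAP2-4 had at most 1 count in a BAR-T library here.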

Other observations

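The tests in this part on reads of another mammal, on the principal component in BAR-T, on regrouped samples, on the library near sham and on VIM were chosen only after the results were seen.

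Mitochondrial mRNAs were lower with amprenavir in Het-1A. With the trend of nuclear genes in GC content and length removed, their median log2 fold change against pepsin was -0.51, and with each library left out the value nearest 0 was -0.36 (without pepsin + amprenavir 2), so neither the trend nor 1 library accounts for it. A lower yield of all oxidative phosphorylation mRNA is argued against by the nuclear genes, with a median of 0.0508. In regrouped samples, 1 of 10 splits gave a median as far from 0 in pepsin + amprenavir vs. sham, 1 of 10 in pepsin + amprenavir vs. pepsin and 4 of 10 in pepsin vs. sham. In BAR-T, 7, 4 and 8 of 10 splits did in pepsin vs. sham, pepsin + amprenavir vs. sham and pepsin + amprenavir vs. pepsin. With 10 splits the share cannot go under 0.1. The mRNAs of 1 genome vary together, and fry did not call the list, so an effect of amprenavir stays a hypothesis.

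COL1A2, POTEF and CAV1 were counted mainly in Het-1A sham 2. Of 5 other abundant fibroblast genes, 2 stood above the other 8 libraries there (COL1A1 and COL3A1), while DCN, LUM and POSTN did not, so fibroblasts cannot be told apart from other sources by this list. Genes specific to BAR-T gave 0.0107% of that library, which argues against BAR-T cells. Reads of another mammal may account for these counts, since the 2 BAR-T libraries with the most counts on the same pseudogenes had 0.276 and 0.419 CPM of COL1A2 and 9.40% and 13.7% unmapped reads, against at most 0.0847 CPM and 6.44% in the others. The unmapped reads did not follow the pseudogenes in every library, with 4.09% in Het-1A sham 3. Among the listed fibroblast genes, Het-1A expresses 13 of 20 and BAR-T 9 of 20. Sham 3 had 22, 19 and 25 counts of COL1A2, POTEF and CAV1, where sham 1 had 2, 1 and 10 and the libraries with pepsin or pepsin + amprenavir at most 11, 3 and 4. Sham 3 is also second to sham 2 in the pseudogenes (21.3 CPM). With 2 libraries left out, Pearson's r with the pseudogenes was 0.978 for COL1A2 and 0.559 for POTEF in Het-1A. As a sum of the median CPM of each gene over the libraries of a line, the block of CAV1 and its neighbours had 0.0628 in Het-1A and 2685 in BAR-T. Its gene CAPZA2 had 3, 42 and 13 counts in sham 1 to 3, while CAV2, TES, MET and ST7 had at most 8. In sham 1, COL1A2 and POTEF had no more counts than in pepsin 1, while CAV1 had more. These values argue against treatment as the source of the counts in sham 2 and 3. Whether treatment adds to them for CAV1 stays open. No biological explanation was tested.

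KRT71 and KRT72 were counted mainly in BAR-T pepsin + amprenavir 1. The hair follicle genes under 1 CPM summed to 1.56 CPM in that library, to 4.53 in pepsin 3 and to at most 1.85 in the other 7. This argues against hair follicle cells in pepsin + amprenavir 1. Of the 22 listed genes, 5 had a mean of at least 1 CPM over the BAR-T libraries, KRT71 and KRT72 among them, and the sum leaves these out. KRT71 and KRT72 reach that mean through pepsin + amprenavir 1 (6.95 and 6.96 CPM) and pepsin 3 (2.08 CPM each). In the other 7 libraries they had at most 0.141 CPM, so the mean does not show that BAR-T expresses them. In pepsin 3, KRT84 gave 3.45 CPM of the sum, so hair follicle cells stay open for that library. The highest KRT71 count in a Het-1A library was 1, which argues against Het-1A cells. What raised these genes in single libraries stays open. The list of blood genes under 1 CPM summed to between 0.204 and 0.392 CPM in Het-1A and between 0.347 and 0.932 in BAR-T, and each line expresses 2 of the 13. RNA without poly(A) tails summed to between 40.8 and 152 CPM in Het-1A and between 50.9 and 114 in BAR-T. What these sums and the mitochondrial shares mean depends on how the RNA was selected, and the paper (TruSeq Stranded mRNA) and the sample labels (a stranded total RNA kit) name different kits.

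VIM was raised in BAR-T pepsin + amprenavir 1 and 2. Genes specific to Het-1A gave 0.0441% of the counts where 0.887% would be needed, which argues against Het-1A cells. Reads of another mammal may contribute, since the lower of these libraries had 22.1 CPM of the pseudogenes that stand out in Het-1A sham 2 and the other 7 BAR-T libraries had at most 9.77. An effect of amprenavir stays open and was not separated from it.

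Het-1A pepsin + amprenavir 3 stood near sham by the median over the 21 DEGs of pepsin vs. sham, and single genes differed. HSPA1A (95.6 CPM) and HSPA1B (67.2) stood there at the pepsin means of 93.4 and 66.0. CHAC1 (3.42), SESN2 (20.7) and ADM2 (5.56) were nearer to the pepsin mean than to the sham mean. STC2 (151), SLC7A11 (20.6) and CXCL14 (16.5) were nearer to the sham mean. A mislabelled sham library is argued against by mitochondrial mRNAs, of which 12 of 13 were lower there than in every sham library. With offsets for GC content and length it stood at 14.0% of the pepsin effect, so these biases do not move it to the others. Whether the wells differed in their response stays open.

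For the number of DEGs in Het-1A, 1 of the 10 splits of 6 samples gave as many in pepsin vs. sham, 2 of 10 in pepsin + amprenavir vs. sham and 2 of 10 in pepsin + amprenavir vs. pepsin. With offsets, 1 of 10 splits did in each Het-1A comparison and 2 of 10 in each BAR-T comparison. For the other lists, 9, 2 and 1 of 10 splits gave as many past the threshold in Het-1A and 10, 1 and 3 of 10 in BAR-T. These shares cannot go under 0.1 and leave open that the samples differ in something other than treatment. For the number of DEGs in BAR-T without offsets, 10 of 10 splits reached the count of 0 in each comparison, which any split does and so tests nothing, and 387, 395 and 1228 genes had an unadjusted p under 0.05. In pepsin + amprenavir vs. sham, sham 3 with pepsin + amprenavir 1 and 2 against the others gave 33 DEGs in Het-1A, where the treatments gave 12. In Het-1A pepsin + amprenavir vs. pepsin, pepsin 2 with pepsin + amprenavir 1 and 2 against the others gave 26, where the treatments gave 3. Both fell to 0 with the offsets, so a GC and length bias may lie behind them. In BAR-T pepsin + amprenavir vs. sham, sham 2 and 3 with pepsin + amprenavir 1 against the others gave 74 DEGs. With the offsets this split gave 27, so those biases do not account for all of it.

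With the offsets, 7 genes were called in BAR-T pepsin + amprenavir vs. pepsin, and another split of the same samples gave 8. Whether differences in GC content and length bias between libraries hide DEGs in BAR-T therefore cannot be told apart from chance here. The loadings of PC1 over all BAR-T genes had a Spearman's rho of -0.73 with GC content, and differences in GC bias between libraries may lie behind that component.

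In Supplementary Table S3, the columns near 70% rose with the number of reads, with a lowest Spearman's rho of 0.883 over the 4 relations, and the columns near 50% are close to the count-weighted GC content of the transcripts. The text of the paper may give the GC content and the duplication rate under each other's name.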
